# miR-146a-5p mediates inflammation-induced β cell mitochondrial dysfunction and apoptosis

**DOI:** 10.1016/j.jbc.2024.107827

**Published:** 2024-09-27

**Authors:** Preethi Krishnan, Renato Chaves Souto Branco, Staci A. Weaver, Garrick Chang, Chih-Chun Lee, Farooq Syed, Carmella Evans-Molina

**Keywords:** microRNA, miR-146a-5p, diabetes, mitochondrial function, β cell, insulin, pancreatic islets, MIN6 cells

## Abstract

We previously showed that miR-146a-5p is upregulated in pancreatic islets treated with proinflammatory cytokines. Others have reported that miR-146a-5p overexpression is associated with β cell apoptosis and impaired insulin secretion. However, the molecular mechanisms mediating these effects remain elusive. To investigate the role of miR-146a-5p in β cell function, we developed stable MIN6 cell lines to either overexpress or inhibit the expression of miR-146a-5p. Monoclonal cell populations were treated with proinflammatory cytokines (interleukin-1β, interferonγ, and tumor necrosis factor α) to model type 1 diabetes *in vitro*. We found that overexpression of miR-146a-5p increased cell death under conditions of inflammatory stress and led to mitochondrial membrane depolarization, whereas inhibition of miR-146a-5p reversed these effects. Additionally, inhibition of miR-146a-5p increased insulin secretion, mitochondrial DNA copy number, respiration rate, and ATP production. Further, RNA-seq data showed enrichment of pathways related to insulin secretion, apoptosis, and mitochondrial function when the expression levels of miR-146a-5p were altered. Finally, a temporal increase in miR-146a-5p expression levels and a decrease in mitochondria function markers were observed in islets derived from nonobese diabetic mice. Collectively, these data suggest that miR-146a-5p may promote β cell dysfunction and death during inflammatory stress by suppressing mitochondrial function.

Type 1 diabetes (T1D) is characterized by immune-mediated destruction of pancreatic β cells and manifests clinically after a substantial loss of β cell mass and function, leading to severe hyperglycemia and metabolic instability (1). Evidence from clinical studies suggests that β cell loss may begin years before clinical diagnosis, and disease initiation is documented by the development of autoantibodies against β cell antigens, such as glutamate decarboxylase, insulin, islet antigen 2, and zinc transporter 8 (2). Evidence from birth cohort studies shows that 85% of individuals positive for two or more autoantibodies will develop T1D within 15 years of follow-up (3).

Immune-mediated destruction of β cells in T1D is accompanied by the activation of a series of transcriptional and signaling pathways which are thought to render the β cell more immunogenic while also invoking self-imposed dysfunction and/or death. Inflammatory insults such as proinflammatory cytokines contribute to T1D pathogenesis, and others have shown that treatment of mouse and human pancreatic islets and β cell lines with cytokines (interleukin-1β [IL-1]), interferon [IFN]γ, TNFα, IFNα) recapitulates many of the *in vivo* molecular changes seen in early and late stages of T1D (4, 5).

In addition to alterations in protein-coding genes, non-protein-coding genes, particularly miRNAs, contribute to T1D development (6, 7, 8). miRNAs are small noncoding RNAs that serve as global regulators of gene expression (9, 10, 11). miRNAs have been implicated in a variety of biological processes within the β cell, including endocrine cell specification (12), β cell development (13), insulin secretion (14), glucose regulation (15), and apoptosis (16). Previously, we identified miR-146a-5p as a cytokine-modulated miRNA in human islets treated with proinflammatory cytokines. miR-146a-5p was coordinately upregulated in human islets and islet-derived extracellular vesicles (6, 7). Notably, we observed an increase in expression of miR-146a-5p in plasma-derived extracellular vesicles from individuals with autoantibody-positivity and normoglycemia and in recent onset T1D, suggesting that miR-146a-5p may have utility as a T1D biomarker (7).

Previous research has demonstrated that robust and sustained upregulation of miR-146a-5p during inflammatory states led to an increase in apoptosis and a significant decrease in insulin secretion in MIN6 cells (17). However, the mechanisms through which miR-146a-5p exert these effects remain elusive. Data from other inflammatory disease models classify miR-146a-5p as a mitomiR—a miRNA that is enriched in the mitochondria, where it is implicated to play a critical role in the regulation of mitochondrial function (18, 19, 20). Moreover, inflammation-mediated mitochondrial dysfunction has been established as a pivotal factor in the pathogenesis of T1D (21, 22, 23). Based on this premise, our study aims to investigate whether miR-146a-5p contributes to T1D pathogenesis through dysregulation of mitochondrial function.

## Results

### miR-146a-5p overexpression promotes β cell death under proinflammatory conditions

Our previous RNA-seq analysis of human islets exposed to proinflammatory cytokines revealed a significant upregulation of miR-146a-5p during inflammation (7). In agreement with these results, mouse islets (Fig. 1*A*) and MIN6 cells (Fig. 1*B*) that were exposed to proinflammatory cytokines (IL-1β, IFNγ, and TNFα) for 24 h showed a significant increase in the expression of miR-146a-5p. Next, to functionally delineate the role of miR-146a-5p in MIN6 cells, we established stable cell lines using a lentiviral vector. These included a lentiviral vector expressing a scrambled sequence with no similarity to any known mouse genomic sequence (Scr), a lentiviral vector overexpressing miR-146a-5p (OE), and a lentiviral vector with anti-sense miR-146a-5p (ZIP). Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) analysis of OE cells showed a significant upregulation of miR-146a-5p, while miR-146a-5p expression levels remained unchanged in cells transduced with the ZIP knockdown vector compared to Scr control (Fig. 1*C*). Furthermore, there was an approximately 500-fold increase in miR-146a-5p levels in Scr cells treated with cytokines compared to untreated Scr cells (Fig. S1*A*). In contrast, we only observed a 2-fold increase in miR-146a-5p levels in ZIP cells treated with cytokines compared to untreated ZIP cells (Fig. S1*B*). Likewise, we observed an approximately 8-fold increase in miR-146a-5p levels in OE cells treated with cytokines compared to untreated OE cells (Fig. S1*C*).

**Figure 1:**
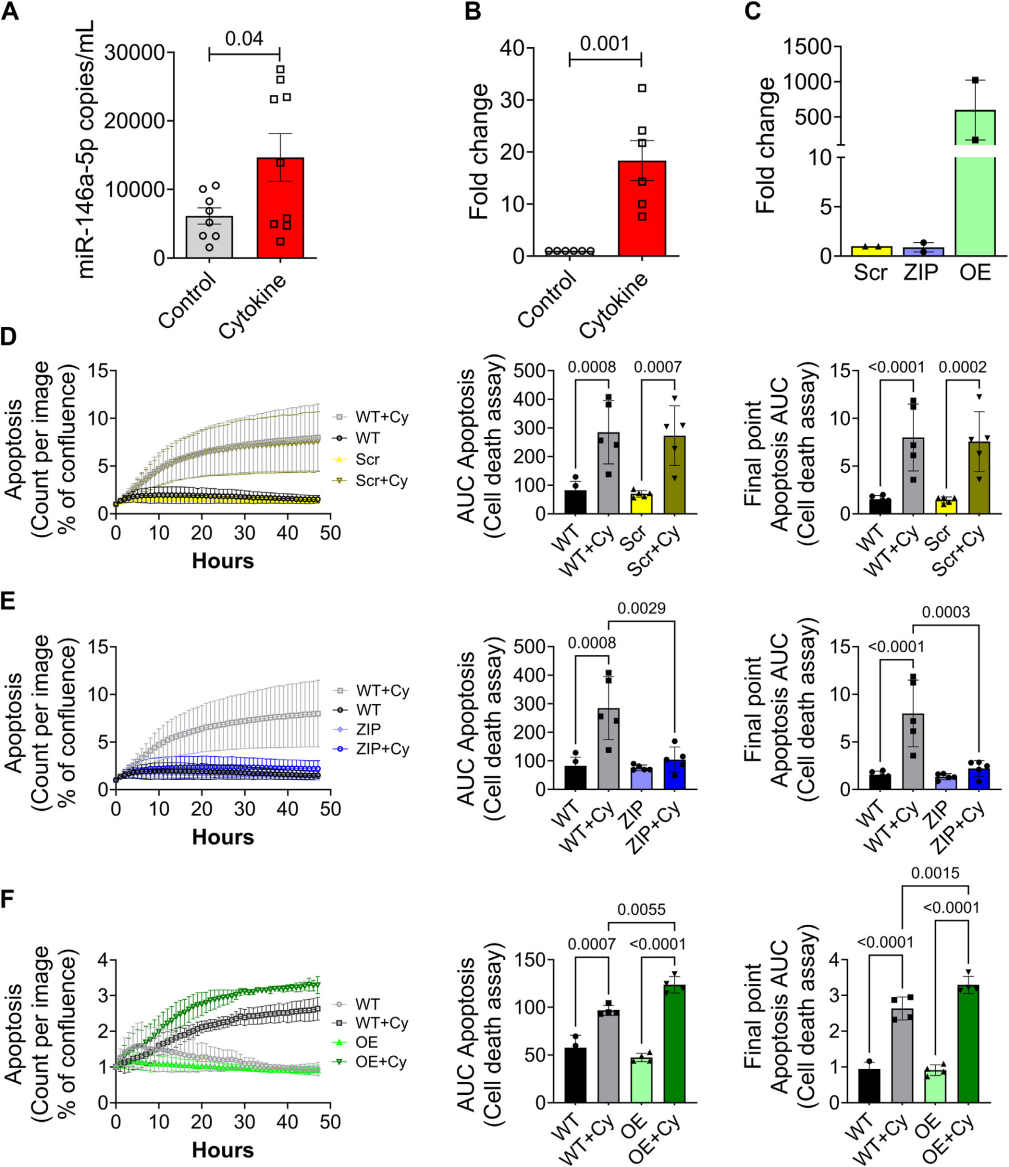
**Proinflammatory stress increases miR-146a-5p expression levels, leading to increased cell death of MIN6 cells.***A*, ddPCR results to determine the expression of miR-146a-5p in mouse islets (n = 8). *B*, qRT-PCR results to determine miR-146a-5p expression levels in MIN6 cells treated with/without proinflammatory cytokines (n = 6). *C*, qRT-PCR results to determine expression levels of miR-146a-5p in untreated MIN6 stable cells expressing scrambled sequence (Scr), inhibition (ZIP), and overexpression (OE) of miR-146a-5p (n = 2). *D*–*F*, cell death assessment assay (n = 5) using Incucyte comparing WT and Scr groups (*D*), WT and ZIP groups (*E*), and WT and OE groups (*F*). Data is presented as means ± SEM. Unpaired *t*-tests were performed for comparisons with two groups. For all comparisons, *p* values are indicated above. ddPCR, droplet digital PCR. qRT-PCR, quantitative reverse transcriptase polymerase chain reaction.

To determine how modulation of miR-146a-5p levels impacts inflammation-mediated β cell death, we monitored cell death in real-time using a Sartorius Incucyte system. Exposure to proinflammatory cytokines increased cell death in WT MIN6 cells (without any vector) and in Scr cells (Figs. 1*D* and S1*D*). Importantly, inhibition of miR-146a-5p expression (ZIP) reduced cell death in the presence of cytokines (Figs. 1*E* and S1*E*). Conversely, cell death was heightened in OE cells exposed to proinflammatory cytokines (Figs. 1*F* and S1*F*), suggesting a direct influence of miR-146a-5p on the regulation of β cell death and survival. Furthermore, we performed immunoblot to quantify the expression of total and cleaved caspase 3, a molecular marker of apoptosis. miR-146a-5p overexpression resulted in a pronounced increase in the cleaved-to-total caspase-3 ratio, whereas this elevation was largely mitigated in cytokine-treated MIN6 ZIP cells (Fig. S2).

### miR-146a-5p regulates pathways related to β cell function and survival

To understand the impact of miR-146a-5p on gene expression, we performed bulk RNA-seq on Scr, ZIP, and OE MIN6 cells treated with or without cytokines. 

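MIN6 cells are a mouse β cell line derived from an insulinoma, and each stable line had been expanded from single clones. The values came from 24 libraries in 6 groups of 4 (Scr, ZIP, OE, Scr+Cy, ZIP+Cy and OE+Cy), each library labelled with a replicate number from 1 to 4. The cytokine mix held 5 ng/ml IL-1β, 100.0 ng/ml IFNγ and 10 ng/ml TNFα and was applied for 24 h. According to the paper's methods, reads were aligned to the mm10 genome with STAR and assigned to RefSeq transcripts in Partek Flow. The authors deposited estimated counts per gene, without normalization, and the same counts divided by a median ratio factor per library. Of the estimated counts, 30.3% were not whole numbers, and they were rounded to whole numbers before testing. The reads assigned to genes ranged from 26657792 to 37168232 per library, with a median of 30701023. The paper's methods give approximately 30 M reads per library, and the values here use the assigned reads. The median was 32941644 in Scr (31553781 to 36406136), 29424755 in ZIP (28032255 to 33369451) and 34342883 in OE (29879853 to 37168232). In the treated cells it was 30966307 in Scr+Cy (29370152 to 33389240), 30107536 in ZIP+Cy (26657792 to 31820580) and 29339814 in OE+Cy (27721701 to 30972218). A group with 3 reads or fewer in every library was treated as being at the detection limit, and a fold change against it is a lower bound. All libraries were fitted in a single edgeR model of 6 group means, with TMM normalization and a quasi-likelihood test. A gene was called differentially expressed at the paper's thresholds, a fold change of at least 1.5 and an unadjusted p value under 0.05. Adjusted p values are Benjamini-Hochberg values over all genes tested, and levels are given as CPM after TMM scaling. Line and clone changed together, and in OE so did the vector backbone, which ZIP and Scr shared. A difference between lines therefore includes any difference between clones. miR-146a-5p itself was not measured in these libraries, so the line labels could not be checked on its level.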

After filtering for genes with a minimum of ten read counts in total, 17,696 genes were retained for downstream analysis. 

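The count table listed 17696 genes, each with a different symbol. The smallest total over the 24 libraries was 10 reads, so every listed gene passed the filter on the counts as they stood. On the size-factor-normalized values, 17638 genes reached a total of 10. A filter that takes depth and group size into account, edgeR's filterByExpr, kept 14535 genes. The 24 largest values all belonged to 1 gene and were written with only 3 significant digits.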

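Log2 CPM values with a prior count of 2 were centred per gene, without scaling, and decomposed over the 24 libraries. The first 3 components held 38.0%, 29.18% and 10.51% of the variance. With the 500 most variable genes in place of all genes, the share of the first component moved most, to 51.18%. In the space of all genes, the nearest neighbour of each of the 24 libraries belonged to its own group. The mean distance between libraries of one group ranged from 61.11 in OE to 81.06 in Scr+Cy. The closest libraries of different groups were an Scr and a ZIP library, 94.51 apart, which exceeds every within-group mean but not the largest within-group distances of 100.5 in ZIP and 104.3 in Scr+Cy. On components 1 and 2, the scores of Scr and ZIP libraries overlapped, and so did those of Scr+Cy and ZIP+Cy libraries. The third component parted both, with mean scores of 38.63 ± 2.60 (SD, n = 4) in Scr and −38.49 ± 4.10 in ZIP, and of 41.68 ± 5.41 in Scr+Cy and −39.24 ± 1.78 in ZIP+Cy.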

Principal component analysis clustering of all the samples demonstrated distinct separation among the six experimental groups (Fig. 2*A*). 

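The mean score on component 1 was 50.62 ± 2.65 (SD, n = 4) in OE and 109.4 ± 2.34 in OE+Cy. In the other 4 groups, the means were −60.93 ± 3.32 in Scr, −63.13 ± 6.35 in ZIP, −18.99 ± 5.14 in Scr+Cy and −16.95 ± 4.95 in ZIP+Cy, and the highest single score was −11.66. On component 2, the mean was 91.34 in OE and −29.87 in OE+Cy, compared with 30.80 in Scr and −51.44 in Scr+Cy. The centroid of OE lay 138.9 from that of Scr and 141.7 from that of ZIP. The centroids of OE and OE+Cy were themselves 140.8 apart.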

Among all the experimental groups, OE and OE + Cy cells formed distinct clusters separated from the other groups. In contrast, ZIP and ZIP + Cy cells were clustered closer to the control (Scr) group.

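The centroid of ZIP lay 82.45 from that of Scr, and the distance from Scr to OE was 1.685 times as long. With the 500 most variable genes, this ratio was 2.132, and with genes scaled to unit variance it was 1.410. The centroid of ZIP+Cy lay 85.29 from that of Scr+Cy and 132.7 from that of untreated Scr. For comparison, cytokines moved the Scr centroid by a distance of 99.97, and the ZIP centroid by 105.0, so the treated ZIP libraries were closer to treated than to untreated Scr libraries.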

**Figure 2:**
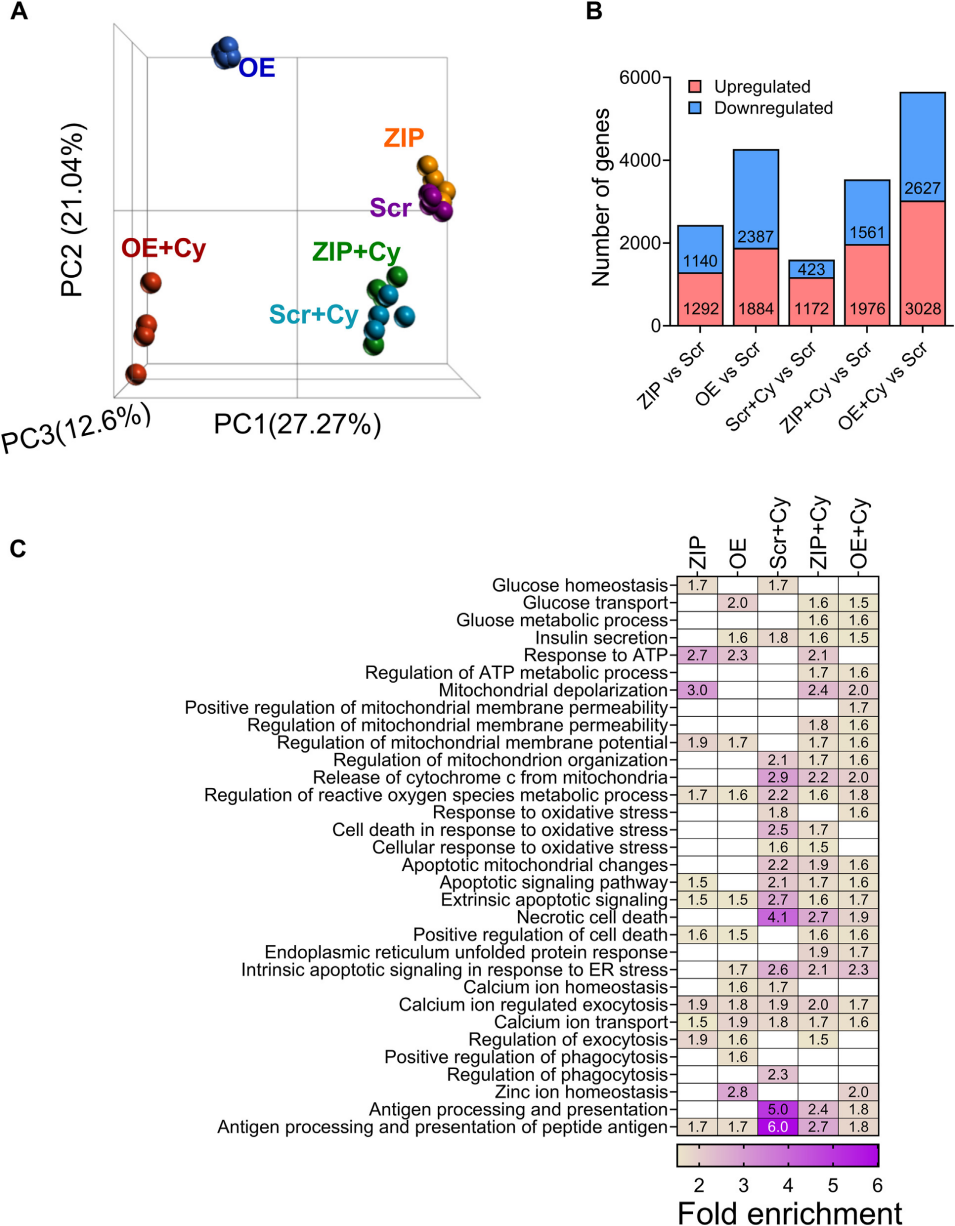
**RNA-seq from MIN6 stable cells show modulation of mitochondrial pathways.***A*, PCA plot including all six (Scr, ZIP, OE, Scr+Cy, ZIP+Cy, and OE+Cy) comparison groups (n = 3–4). *B*, number of differentially expressed genes from each comparison. The comparison groups are indicated below each bar. *Red* indicates upregulated genes, and *blue* indicates downregulated genes. The numbers included within each bar indicate the number of upregulated and downregulated genes. *C*, functional enrichment results including all comparison groups. Each column represents one group compared to the scrambled (Scr) group. Numbers within each box indicate the fold enrichment value. Higher values are represented in *purple*, and lower values are represented in *yellow*. *Boxes without any numbers* indicate no enrichment of the function for that comparison. OE, overexpressing; PCA, principal component analysis.

First, to assess transcriptomic changes due to miR-146a-5p modulation, we compared ZIP and OE cells to Scr cells and identified 2432 and 4271 differentially expressed genes, respectively (Fig. 2*B* and Table S1, *A* and *B*). 

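In ZIP cells, 2634 of 17696 genes (14.88%) passed the thresholds, of which 1411 were higher and 1223 lower than in Scr cells. In OE cells, 4540 genes (25.66%) passed, 1991 higher and 2549 lower. At an adjusted p value under 0.05 with the same fold change limit, the numbers were 2155 and 4220. Of the alternatives that kept both thresholds, edgeR's filter on low counts moved these numbers most, to 2262 in ZIP and 3904 in OE, of which 2217 and 3865 were genes also called without it. The 4 libraries of each line and the 4 Scr libraries did not overlap for 77.6% of the genes called in ZIP and 86.81% of those called in OE, where chance gives 2.857% of unselected genes and the selection of called genes on the same libraries itself raises the share.
The named genes with the largest changes were the 3 highest and 3 lowest with no overlap between libraries. Zfp521 (chromosome 18, mm10, 13687014 to 13972733) reached 10.1 ± 0.879 CPM (SD, n = 4) in ZIP and was at the detection limit in Scr, at least 106.2-fold higher (adjusted p = 2.7e-10). The predicted gene Gm10439 and the pseudogene Znf41-ps were at least 39.9-fold and 28.0-fold higher in ZIP, values that remain uncertain because reads of related sequences can be split between copies. Eef1a2 (chromosome 2, 181141758 to 181157015) fell from 322.6 ± 8.99 CPM in Scr to 0.635 ± 0.536 CPM in ZIP, a log2 fold change of −8.95 (standard error 0.273, adjusted p = 2.2e-17). Its level was 1.378 CPM in ZIP replicate 4 and 0.387 CPM on average in the other 3 ZIP libraries. Eef1a2 was also lower in OE than in Scr, at 55.13 ± 8.7 CPM (log2 fold change −2.55). The predicted gene Gm52877 was at least 52.5-fold lower, and the receptor family member Vmn1r179 at least 22.2-fold lower in ZIP and 23.7-fold lower in OE, with the same uncertainty about related copies. In OE, Lad1 (chromosome 1, 135818598 to 135833341) reached 48.05 ± 4.26 CPM, Ap1m2 24.68 ± 2.53 CPM and Cdh13 20.42 ± 3.86 CPM, all at the detection limit in Scr. These were at least 505.4-fold, 259.6-fold and 214.8-fold higher. Slit1 (chromosome 19, 41600257 to 41743856) fell from 461.6 ± 19.0 CPM in Scr to 1.668 ± 0.613 CPM in OE (log2 fold change −8.11, standard error 0.263, adjusted p = 1.38e-17). Slit1 was also lower in ZIP than in Scr, at 9.224 ± 2.9 CPM (log2 fold change −5.64). It lies in a part of chromosome 19 whose genes were lower in both lines (median −0.42 in ZIP and −0.37 in OE). These medians are far smaller in size than the changes of Slit1. Higd1a was at 0 in every OE library against 3.599 ± 1.48 CPM in Scr, at least 35.8-fold lower. It lies on distal chromosome 9, where most genes were higher in ZIP than in Scr cells.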

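Between Scr+Cy and Scr, 1867 of 17696 genes (10.55%) differed, 1395 of them higher and 472 lower after cytokines. At an adjusted p value under 0.05, 1340 genes remained within the fold change limit. With Scr+Cy replicate 1 left out, the number of lower genes rose to 660. The libraries of both groups did not overlap for 68.88% of the called genes (2.857% of unselected genes by chance). Irf1 rose from 28.28 ± 1.90 CPM (SD, n = 4) to 411.6 ± 31.6 CPM (log2 fold change 3.86, standard error 0.104, adjusted p = 1.59e-18 from edgeR's quasi-likelihood test). Nfkbia rose from 17.0 to 129.6 ± 21.9 CPM (log2 fold change 2.93, adjusted p = 5.76e-16). Cxcl10 varied more between replicates, with 3.409 ± 3.82 CPM in Scr and 629.7 ± 203 CPM in Scr+Cy (log2 fold change 7.56, adjusted p = 1.65e-07). Nos2 reached 24.98 ± 11.1 CPM in Scr+Cy. These genes had been chosen as known cytokine-response genes. Among genes selected by size of change, Ifi211, 9330175E14Rik and Ly6a were undetected in Scr and at least 31.3-fold, 23.8-fold and 21.3-fold higher in Scr+Cy. Ifi211 and Ly6a belong to gene families whose reads the counting could have split between members. The largest decreases were those of Tacr3 (log2 fold change −1.64, standard error 0.301, adjusted p = 2.89e-04), F13a1 (−1.56, adjusted p = 3.88e-06) and Creg2 (−1.54, adjusted p = 1.19e-04).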

Second, to identify genes that are differentially expressed as a result of proinflammatory stress, we compared Scr+Cy with Scr and identified 1595 genes (Fig. 2*B* and Table S1*C*). Third, to test if there is a compounding effect of miR-146a-5p expression under inflammatory stress, we compared ZIP+Cy and OE+Cy with Scr as the control group and identified 3537 and 5655 genes as differentially expressed, respectively (Fig. 2*B* and Table S1, *D* and *E*).

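In ZIP+Cy, 3841 genes (21.71%) differed from untreated Scr, 2162 higher and 1679 lower. In OE+Cy, 6051 genes (34.19%) differed, 3255 higher and 2796 lower. The numbers at an adjusted p value under 0.05 were 3438 and 5812. No overlap between libraries was found for 83.6% and 88.28% of the called genes (2.857% of unselected genes by chance). The treated lines were also compared with treated Scr cells, which leaves out the response of Scr cells to cytokines. In that comparison, 2791 genes differed in ZIP+Cy (1257 higher, 1534 lower) and 5052 in OE+Cy (2429 higher, 2623 lower). Within a line, cytokines changed 2211 genes in ZIP and 3720 in OE. Tnf, undetected in untreated Scr, reached 4.164 ± 1.80 CPM (SD, n = 4) in ZIP+Cy, at least 43.8-fold higher, and 52.17 ± 10.8 CPM in OE+Cy, at least 548.7-fold higher. Nos2 was at 0.124 ± 0.156 CPM in Scr, 87.82 ± 39.5 CPM in ZIP+Cy and 791.2 ± 145 CPM in OE+Cy (log2 fold change 12.67, adjusted p = 1.56e-13 from edgeR). Ifi211 was at least 77.5-fold higher in ZIP+Cy, with the uncertainty of its gene family. Ap1m2 in OE+Cy (27.29 ± 2.63 CPM) and Eef1a2 in ZIP+Cy (0.421 ± 0.379 CPM) stayed near their levels in the untreated lines.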

Functional enrichment analysis was performed for differentially expressed genes identified from each comparison group. 

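The functional terms of the paper came from gene ontology in DAVID, which was not used here. Its themes were examined instead with 20 gene sets of the mouse Reactome collection, fixed in advance and matched to the count table by NCBI gene ID. Between 68.18% and 100.0% of a set's IDs matched a listed gene. The share was under 80% for the unfolded protein response, respiratory electron transport, the intrinsic pathway for apoptosis, both class I MHC sets and interferon signaling. Each set was tested for the called genes of each comparison with a one-sided Fisher's exact test against all 17696 genes. The paper's limits for terms were applied, a fold enrichment of at least 1.5 and an unadjusted p value under 0.05. Of the 100 pairs of set and comparison, 16 passed, and 10 of them had an adjusted p value under 0.05 over the 100 pairs. With DESeq2's calls or with genes at an adjusted p value under 0.05, 18 pairs passed, including the same 16. Over-representation has no direction, so limma's camera test was applied to the same sets with a preset correlation of 0.01 between genes. It gave 33 of 100 pairs with an adjusted p value under 0.05. Of these, 31 were also called in the same direction by the fry test, and only 3 were called with the correlation estimated from the data. The 3 were interferon signaling, peptide loading of class I MHC and regulated necrosis, all in Scr+Cy.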

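The set named regulation of insulin secretion held 41 genes, of which 18 were differentially expressed in OE versus Scr (8 higher, 10 lower). Its fold enrichment was 1.711 (p = 0.00841 by Fisher's exact test, adjusted p = 0.0701). In the other comparisons it was 0.983 in ZIP, 1.618 in Scr+Cy (Fisher's exact p = 0.135), 1.348 in ZIP+Cy and 1.213 in OE+Cy. As a whole the set was lower in Scr+Cy, with a median log2 fold change of −0.07 (adjusted p = 0.0281 by camera). Glucose metabolism, with 71 genes, was enriched in OE+Cy versus Scr, where 10 genes were higher and 28 lower (fold enrichment 1.565, adjusted p = 0.00778). By camera this set was lower in every cytokine-treated group. The median log2 fold change was −0.15 in Scr+Cy (adjusted p = 0.0147), −0.18 in ZIP+Cy (adjusted p = 0.0228) and −0.26 in OE+Cy (adjusted p = 0.00456). In untreated OE cells the median was −0.21 (adjusted p = 0.0988 by camera, 3.26e-04 by fry), with 17 of 20 called genes lower. The decrease in OE+Cy therefore cannot be read as an effect of cytokines alone. For the ER, the unfolded protein response set (15 genes) had 0, 3, 0, 3 and 2 called genes in ZIP, OE, Scr+Cy, ZIP+Cy and OE+Cy. Among cell death sets, caspase activation by the extrinsic pathway (24 genes) was enriched 2.111-fold in OE (13 genes, adjusted p = 0.0267), 3.159-fold in Scr+Cy (8 genes, adjusted p = 0.0262) and 1.706-fold in OE+Cy (14 genes, adjusted p = 0.101). Regulated necrosis (16 genes) was enriched 2.519-fold in ZIP (adjusted p = 0.162), 4.739-fold in Scr+Cy (adjusted p = 0.00128) and 2.016-fold in ZIP+Cy (adjusted p = 0.252). Its called genes were mostly lower in ZIP (1 higher, 5 lower). They were mostly higher in Scr+Cy (8 higher, 0 lower) and ZIP+Cy (6 higher, 1 lower). The highest enrichments were those of interferon signaling (117 genes, 67 called, 5.428-fold, adjusted p = 2.2e-33) and peptide loading of class I MHC (36 genes, 21 called, 5.529-fold, adjusted p = 8.04e-11), both in Scr+Cy.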

Applying the filtering criteria for gene ontology terms, we identified terms associated with insulin secretion, glucose, mitochondria, and endoplasmic reticulum (ER), among others. Representative terms and a comparison of their fold enrichment values are provided in Figure 2*C*. 

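None of 6 mitochondrial Reactome sets passed the enrichment limits in any of the 5 comparisons with Scr. Respiratory electron transport held 87 genes, of which 3 were called in ZIP, 3 in OE, 1 in Scr+Cy, 5 in ZIP+Cy and 6 in OE+Cy, with fold enrichments from 0.109 to 0.265. Of 124 genes of the citric acid cycle and electron transport, 7, 10, 1, 9 and 15 were called in the same order. For mitochondrial translation (87 genes) the numbers were 5, 3, 0, 4 and 5, and for mitochondrial protein import (27 genes) 0, 0, 0, 0 and 2. The highest fold enrichment among mitochondrial sets was 1.26, for fatty acid β-oxidation in Scr+Cy, where 2 of 15 genes were called (p = 0.48 by Fisher's exact test, the lowest of the 30 unadjusted values). For mitochondrial biogenesis (20 genes), it did not exceed 1.02. By camera, 3 of the 6 sets moved as a whole in some comparisons, by small amounts, and protein import, biogenesis and fatty acid β-oxidation did not. By fry, biogenesis had an adjusted p of 0.0184 in ZIP, 1.12e-05 in OE, 0.0361 in Scr+Cy, 0.297 in ZIP+Cy and 0.0184 in OE+Cy. Protein import had 0.0103 in ZIP+Cy and 0.0163 in OE+Cy by fry, and 0.08 or more in the other comparisons. Fatty acid β-oxidation had 0.0641 or more throughout. In Scr+Cy, 75 of the 87 respiratory electron transport genes were lower than in Scr, with a median log2 fold change of −0.09 (adjusted p = 2.07e-04 by camera, 0.0838 by fry). In OE+Cy, the median was −0.18 and 20 of the 87 genes were higher (adjusted p = 0.00681 by camera, 0.00405 by fry). Mitochondrial translation was higher in OE (median 0.09, adjusted p = 0.0318) and in ZIP+Cy (median 0.09, adjusted p = 0.0318), by camera with its preset correlation. No genes of the mitochondrial genome were among those analysed here.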

Notably, enrichment of terms related to mitochondria was observed across all comparison groups. For instance, the term “regulation of mitochondrial membrane potential (MMP)” was enriched in ZIP *versus* Scr and OE *versus* Scr both in the presence and absence of cytokines. These findings suggest activation of pathways related to mitochondrial function under proinflammatory conditions, with miR-146a-5p potentially playing an independent role in the regulation of mitochondrial function. 

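The genes of this ontology term were not used here as a set. The gene that the paper later assigns to MMP is Mapt, which lies on chromosome 11 of mm10 from 104231436 to 104332089. Its level was 238.5 ± 27.5 CPM (SD, n = 4) in Scr. It was 287.5 ± 45.7 CPM in ZIP, a log2 fold change of 0.27 that did not pass the test (standard error 0.149, adjusted p = 0.193 from edgeR). In OE it fell to 123.4 ± 26.5 CPM (log2 fold change −0.95, standard error 0.151, adjusted p = 1.08e-05). With cytokines, the level was 182.6 ± 24.8 CPM in ZIP+Cy (−0.39, adjusted p = 0.0423, under the 1.5-fold limit) and 56.29 ± 8.56 CPM in OE+Cy (−2.08, adjusted p = 3.58e-11). Cytokines alone gave 183.1 ± 29.8 CPM in Scr+Cy (−0.38, adjusted p = 0.0834), and ZIP+Cy did not differ from Scr+Cy (adjusted p = 0.990).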

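Among the mitochondrial and cell death sets, the direction of change depended on the comparison. The apoptosis set (140 genes) had a median log2 fold change of −0.06 in ZIP (adjusted p = 0.0184 by camera), 0.15 in OE (adjusted p = 0.0254), 0.09 in Scr+Cy (adjusted p = 5.65e-06), 0.10 in ZIP+Cy (adjusted p = 0.0474) and 0.29 in OE+Cy (adjusted p = 3.4e-04). The citric acid cycle and electron transport set was lower in Scr+Cy, with a median of −0.08 (adjusted p = 4.29e-04), and in OE+Cy, with −0.16 (adjusted p = 0.00533), and did not move in ZIP+Cy (−0.01, adjusted p = 0.609). From the enrichment of mitochondrial terms across the comparisons, with and without cytokines, the paper proposes that pathways of mitochondrial function were activated under inflammatory conditions. It adds that miR-146a-5p may have an independent part in the regulation of mitochondrial function.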

A complete list of functional terms for all the groups is provided in Table S2, *A*–*E*.

### Knockdown of miR-146a-5p increases insulin secretion

Functional enrichment analysis of the RNA-seq dataset suggested that miR-146a-5p may be involved in regulating insulin secretion. Therefore, we performed glucose stimulated insulin secretion assays in the MIN6 stable cell lines. 

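The insulin processing set (21 genes) was higher in ZIP, with a median log2 fold change of 0.12 (adjusted p = 0.00313 by camera), in OE (0.30, adjusted p = 0.00238) and in ZIP+Cy (0.17, adjusted p = 0.0355). It was not enriched among called genes in any comparison. By camera with the correlation estimated from the data, the set was called in none of these comparisons. As many moved sets as in the real ZIP split were reached by 32 of 35 splits of the libraries, the real one included. For OE these were 13 and for ZIP+Cy 14. Of the insulin genes themselves, Ins2 (chromosome 7, mm10, 142678656 to 142679726) was at 10930 ± 2040 CPM (SD, n = 4) in Scr. It was at 14960 ± 724 CPM in ZIP (log2 fold change 0.45, standard error 0.109, adjusted p = 0.00263 from edgeR), under the 1.5-fold limit, and at 18880 ± 938 CPM in OE (0.79, adjusted p = 1.76e-06). Ins1 (chromosome 19, 52264297 to 52265009) rose from 674.2 ± 124 CPM in Scr to 1305 ± 103 CPM in ZIP (0.95, adjusted p = 7.25e-06) and 7673 ± 809 CPM in OE (3.51, adjusted p = 1.76e-15). In OE+Cy, Ins1 was at 4661 ± 937 CPM and Ins2 at 10820 ± 1980 CPM, the latter not different from untreated Scr (adjusted p = 0.922). Ins1 and Ins2 are paralogs of similar sequence, and the counting could have split reads between them, so their separate values are uncertain. Ins1 lies between 50 and 60 Mb of chromosome 19, where the median gene was lower in both lines (−0.41 in ZIP and −0.41 in OE).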

In untreated cells, we observed a significant increase in insulin secretion under both low and high glucose levels when miR-146a-5p was inhibited compared to Scr cells (Fig. 3*A*). Under cytokine-treated conditions, we observed a sustained increase in insulin secretion in ZIP cells during high glucose treatment (Fig. 3*B*). Interestingly, we noted an increase in the insulin content in OE and OE+Cy cells (Fig. 3*C*); however, insulin secretion was not significantly increased, indicating a potential blockade in the insulin secretory pathway.

**Figure 3:**
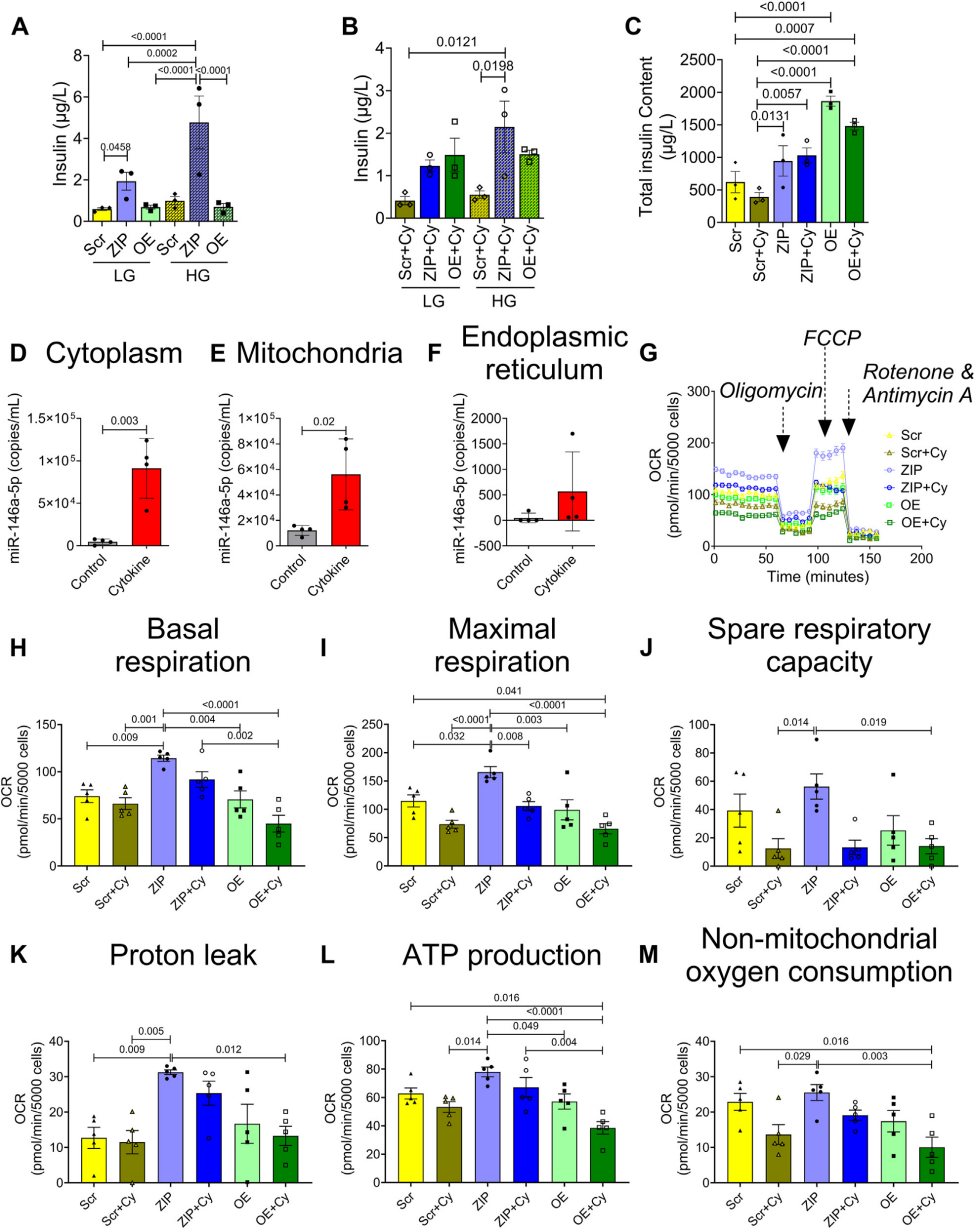
**Inhibition of miR-146a-5p increases insulin secretion and respiratory capacity of MIN6 cells.***A*, glucose stimulated insulin secretion with low and high glucose in untreated cells. *B*, glucose stimulated insulin secretion with low and high glucose in cells treated with proinflammatory cytokines. *C*, total insulin content in treated and untreated cells (n = 3). *D*–*F*, ddPCR to determine the expression of miR-146a-5p in cytoplasm (*D*), mitochondria (*E*), and endoplasmic reticulum (*F*) in the presence and absence of proinflammatory cytokines (n = 4). *G*, normalized oxygen consumption rate calculated over time (minutes) in stable MIN6 cells in the presence and absence of proinflammatory cytokines. *H*–*M*, assessment of other parameters of mitochondrial function including basal respiration (*H*), maximal respiration (*I*), spare respiratory capacity (*J*), proton leak (*K*), ATP production (*L*), and nonmitochondrial oxygen consumption (*M*) (n = 5). Data is presented as means ± SEM. One-way ANOVAs with Tukey test were used for comparisons with more than two groups. Unpaired *t*-tests were used for comparing two groups. For all comparisons, *p*-values are indicated above. ddPCR, droplet digital PCR.

### miR-146a-5p exhibits enrichment in mitochondria during inflammatory stress

Next, to test if miR-146a-5p was enriched in the mitochondria of MIN6 cells, we performed subcellular fractionation to isolate mitochondria, cytoplasm, and ER. Droplet digital PCR (ddPCR) analysis from these fractions revealed that cytokine treatment significantly increased the copy number of miR-146a-5p in isolated cytoplasm (Fig. 3*D*) and mitochondria (Fig. 3*E*) of WT MIN6 cells. Although we saw a trend toward an increase in miR-146-5p expression in the ER fraction, it was not significant (Fig. 3*F*). Interestingly, the average number of copies of miR-146-5p in the ER fraction was strikingly lower than the expression seen in the other two fractions. For example, under inflammatory stress, the ER fraction expressed an average of 567 copies per milliliter, whereas the average copies per milliliter was 56,100 and 91,125 in the mitochondria and cytoplasm, respectively. Furthermore, the average baseline expression (without inflammatory stress) of miR-146 was highest in mitochondria (12,100 copies), followed by the cytoplasm (4583 copies), and the ER fraction (47.5 copies). These findings further support a key role for miR-146-5p in the mitochondria.

### miR-146a-5p induces mitochondrial dysfunction

To assess the impact of miR-146a-5p modulation on mitochondrial function, we conducted several assays to evaluate mitochondrial metabolism, mitochondrial DNA copy number, mitochondrial membrane potential (MMP), mitochondrial ultrastructure, and markers of mitochondrial function in MIN6 stable cells.

To detect differences in mitochondrial metabolism, we measured oxygen consumption rates (Fig. 3*G*) and individual respiratory parameters (Fig. 3, *H*–*M*) using the Seahorse XF Cell Mito Stress test in untreated and cytokine-treated Scr, ZIP, and OE cells. The Scr group was used as the reference/control group for all comparisons. Our results indicate that ZIP cells exhibited higher basal respiratory rate, maximal respiration rate, and proton leak. Conversely, these parameters were reduced in OE cells upon cytokine treatment. Additionally, ATP production and nonmitochondrial oxygen consumption rates were significantly lower in OE+Cy cells. These findings collectively suggest that inhibition of miR-146a-5p may partially improve mitochondrial respiratory activity.

We then quantified mitochondria DNA copy number in both cytokine-treated and untreated Scr, OE, and ZIP cells by quantifying the copy number of ND1, a mitochondria-encoded gene, relative to nuclear encoded genes *Tbp* and *Hprt*. Our analysis revealed a significant increase in ND1 in ZIP cells compared to Scr cells; in contrast, overexpression of miR-146a-5p did not induce any change in the copy number of ND1 compared to Scr (Fig. 4*A*).

**Figure 4:**
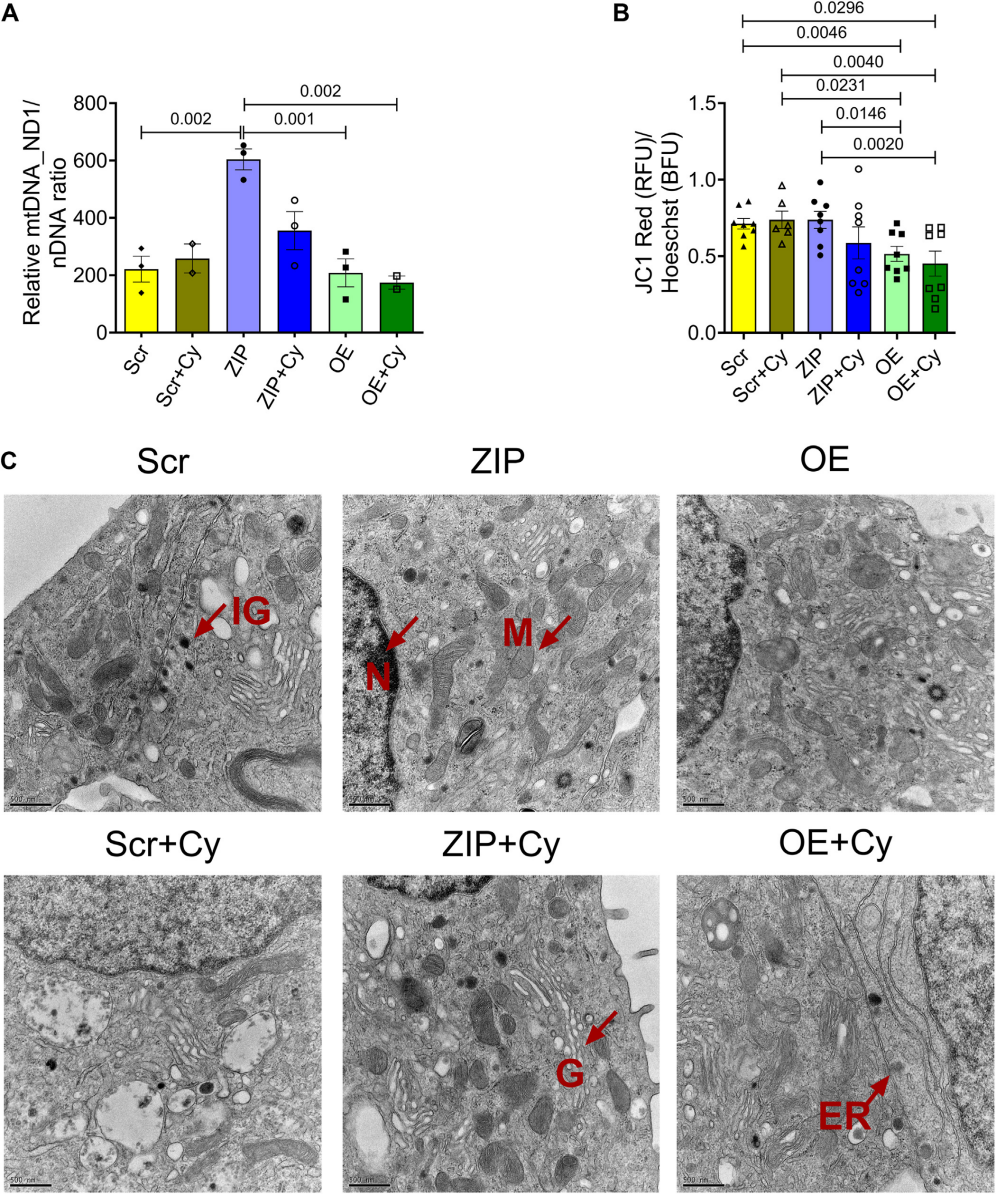
**Modulation of miR-146a-5p affects mitochondrial copy number and mitochondrial membrane potential in MIN6 cells.***A*, mitochondria DNA copy number in MIN6 stable cells (n = 3) is presented as the ratio of mitochondrial DNA (*Nd1*) to the geometric mean of two nuclear encoded genes (*Tb and, Hprt*). *B*, assessment of mitochondrial membrane potential using JC-1 dye (4 replicates each from two independent experiments) is presented as the ratio of red fluorescence intensity to Hoescht. *C*, electron microscopy images of MIN6 stable cells in the presence and absence of proinflammatory cytokines (n = 1). The scale bar represents 500 nm. One-way ANOVAs with Tukey test were used for comparisons with more than two groups. For all comparisons, *p* values are indicated above. ER, endoplasmic reticulum; G, Golgi; IG, insulin granule; M, mitochondria; N, nucleus.

Using JC-1 dye, we tested whether modulating miR-146a-5p expression levels alters MMP in MIN6 cells. Because Scr and ZIP cells have GFP reporter, we quantified the red fluorescence intensity alone that could indicate reduced MMP under mitochondrial stress and normalized it to Hoescht. We found that MIN6 cells OE miR-146a-5p exhibited mitochondrial membrane depolarization both at baseline and under inflammatory stress (Fig. 4*B*). However, ZIP cells did not show a statistical change in mitochondrial membrane depolarization when compared to Scr cells.

Next, to assess whether the overexpression of miR-146a-5p induces ultrastructural changes in β cells, we conducted transmission electron microscopy microscopy analysis on the stable MIN6 cell lines. The mitochondrial ultrastructure of ZIP cells remained unchanged by cytokine treatment, and there was an observed increase in the number of mitochondria in both ZIP and ZIP+Cy cells (Fig. 4*C*).

We then examined the expression pattern of an inner mitochondrial protein, TIM23, as a marker for mitochondrial function in our stable MIN6 cell lines. In both the presence and absence of proinflammatory cytokines, cells overexpressing miR-146a-5p exhibited significantly lower levels of TIM23 protein than Scr and ZIP cells (Fig. 5). This reduction in TIM23 expression, even in the absence of cytokine treatment, suggests that overexpression of miR-146a-5p may drive mitochondrial dysfunction even under basal or unstressed conditions.

**Figure 5:**
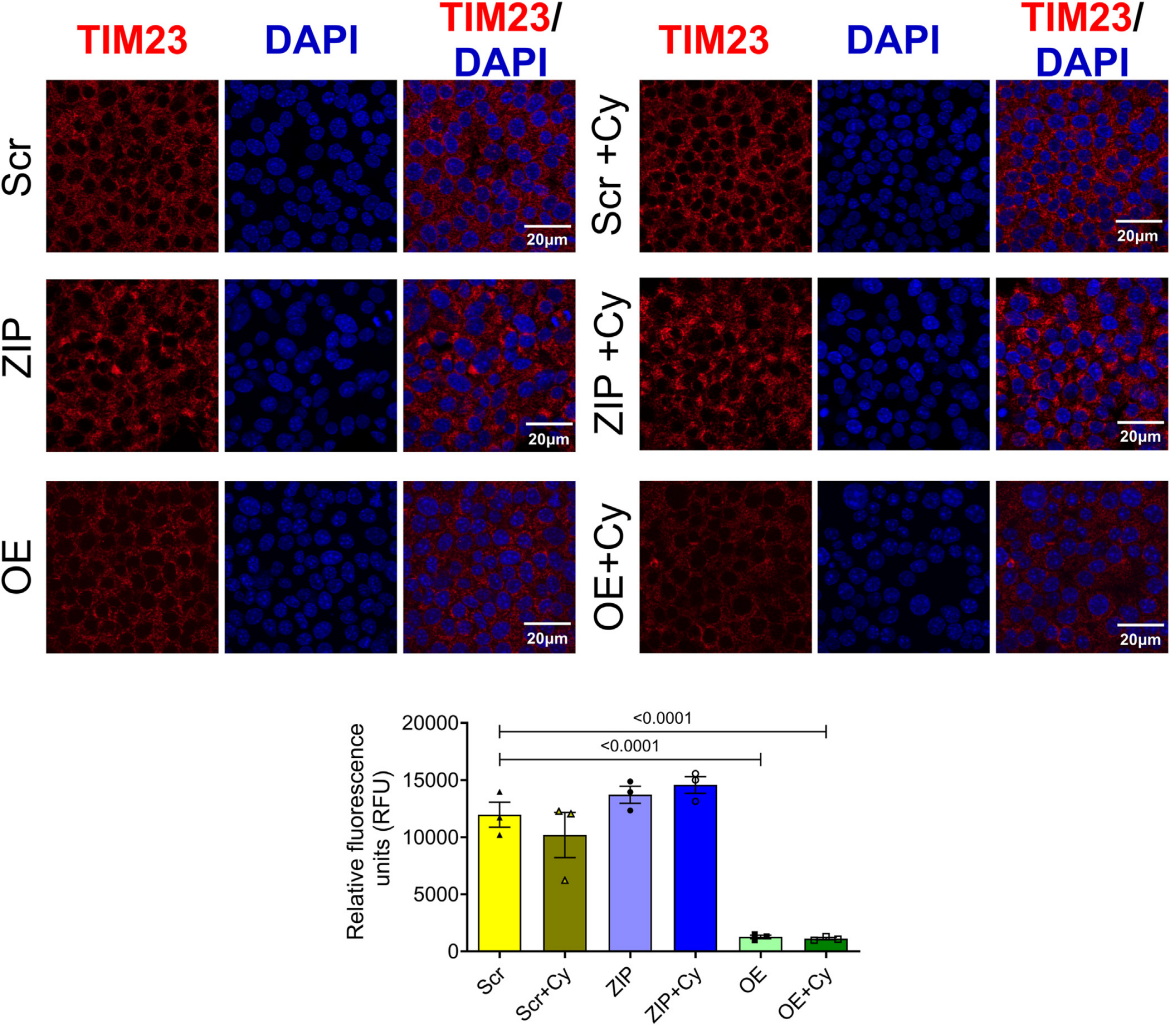
**miR-146a-5p overexpression decreases TIM23 expression levels in MIN6 cells.** Immunostaining and quantification of TIM23 expression in MIN6 stable cells (n = 3). All groups were compared to Scr. Data is presented as means ± SEM. Magnification = 40×. One-way ANOVAs with Tukey test were used for comparisons with more than two groups. For all comparisons, *p* values are indicated above.

### miR-146a-5p targets protein-coding genes related to insulin secretion, apoptosis, and mitochondrial function

Our results collectively indicate that miR-146a-5p is intricately involved in pathways crucial for β cell survival and function, potentially through modulation of mitochondrial function. To identify the gene targets through which these effects may be mediated, we used TargetScan database to predicted 4735 genes as potential targets of miR-146a-5p and overlapped these predictions with our RNA-seq dataset, employing several strategies to identify potential targets for validation: (1) We specifically focused on genes included in functional terms (shown in Fig. 2*C*) containing the words “mitochondria,” “cell death,” “apoptosis,” and “insulin.” This step yielded a total of 109 potential gene targets. (2) To avoid considering genes that were altered only because of cytokine exposure, we considered differentially expressed genes in ZIP *versus* Scr and OE *versus* Scr comparisons. 

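The ZIP and OE comparisons with Scr together called 5712 genes. Of these, 1172 were called only in ZIP and 3078 only in OE. Unrelated lists of the same lengths would share 675.8 genes, if every gene were equally likely to be called. Both comparisons also use the same 4 Scr libraries. In 20 simulated pairs of unchanged groups set against the Scr libraries, with averages of 46.65 and 45.75 calls, 3.85 genes on average were called in both. These lists are far shorter than the real ones, so their overlap is not that expected of the real ones.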

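Between ZIP and OE cells, 409 genes were called in opposite directions, 220 of them higher in ZIP and lower in OE and 189 the reverse. A further 1053 genes were called in the same direction, 455 higher and 598 lower in both lines. Unrelated lists of the same lengths would share 340.8 genes in opposite directions and 334.9 in the same direction, and the shared Scr libraries add to the latter. Leaving out the 1053 genes left 4659 genes called in opposite directions or in only one of the lines, before any restriction to predicted targets.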

(3) We only considered gene targets that showed opposite directions of expression in ZIP and OE cells or that were differentially expressed in one group and not in the other group. This strategy reduced the gene list to 22 potential targets. Of these, we chose 9 targets for further validation—BR serine/threonine kinase 2 (*Brsk2)*, *Glrx*, myosin VIIA and Rab-interacting protein (*Myrip)*, *Rest* (involved in insulin secretion); *Brsk2*, *Eya1*, *Sort1*, neuregulin 1 (*Nrg1)*, P53 apoptosis effector related to PMP22 (*Perp)* (involved in apoptosis/cell death), and *Mapt* (involved in MMP). 

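Levels of these 9 genes are given with those of Gpx1, which the paper measured beside them. Adjusted over the list alone, 8 of the 10 genes had an adjusted p value under 0.05 in ZIP versus Scr and 8 in OE versus Scr, and adjusted over all genes the numbers were the same. At the thresholds of fold change and p, 6 were called in ZIP and 8 in OE. The list was chosen on these libraries, so none of these counts is independent evidence.
Myrip, Glrx and Nrg1 were higher in ZIP and lower in OE. Myrip (chromosome 9, mm10, 120304073 to 120474834) rose from 1.064 ± 0.294 CPM (SD, n = 4) in Scr to 12.76 ± 0.735 CPM in ZIP, a log2 fold change of 3.58 (standard error 0.251, adjusted p = 7.91e-11 from edgeR's quasi-likelihood test). It was at 0.0567 ± 0.068 CPM in OE (−4.10, standard error 0.461, adjusted p = 6.4e-08). Glrx changed from 91.07 ± 3.76 CPM in Scr to 125.8 ± 10.2 CPM in ZIP (0.47, adjusted p = 1.87e-05, under 1.5-fold) and 51.4 ± 6.49 CPM in OE (−0.83, adjusted p = 1.08e-09). Nrg1 (chromosome 8, 31814551 to 32009504) was at 2.605 ± 0.623 CPM in Scr and 0.268 ± 0.079 CPM in OE (−3.29, adjusted p = 5.53e-11). In ZIP it was at 3.916 ± 0.568 CPM, a 1.496-fold rise that stayed just under the limit (log2 fold change 0.58, adjusted p = 0.0181), and passed it with DESeq2 (0.59).
Brsk2 and Eya1 moved the other way. Eya1 (chromosome 1, 14168958 to 14310199) was at 17.87 ± 2.22 CPM in Scr, 4.335 ± 0.648 CPM in ZIP (−2.04, adjusted p = 1.98e-12) and 50.2 ± 5.61 CPM in OE (1.49, adjusted p = 1.01e-11). Brsk2 was at 1.828 ± 0.421 CPM in Scr, 1.107 ± 0.111 CPM in ZIP (−0.72, adjusted p = 0.012) and 8.10 ± 0.395 CPM in OE (2.14, adjusted p = 1.37e-09). Without Scr replicate 1, the change of Brsk2 in ZIP was −0.56 and under 1.5-fold.
Perp, Rest, Sort1 and Mapt changed in a single line. Perp fell from 13.5 ± 1.18 to 6.452 ± 0.717 CPM in ZIP (−1.07, adjusted p = 3.03e-09) and Rest from 1.243 ± 0.189 to 0.316 ± 0.0471 CPM (−1.96, adjusted p = 2.89e-06), and neither changed in OE (0.09 and 0.10, adjusted p = 0.442 and 0.748). Sort1 fell from 354.0 ± 7.11 to 185.3 ± 10.6 CPM in OE (−0.93, adjusted p = 2.21e-12) and not in ZIP (0.07, adjusted p = 0.413), as did Mapt. Gpx1 changed in both lines. Gpx1 (chromosome 9, 108339080 to 108340344) was at 76.11 ± 8.48 CPM in Scr, 117.4 ± 10.4 CPM in ZIP (0.62, standard error 0.0814, adjusted p = 1.74e-06) and 48.63 ± 1.96 CPM in OE (−0.65, adjusted p = 4.58e-07). Its rise in ZIP was under 1.5-fold without Scr replicate 4 (0.56) or ZIP replicate 2 (0.58).
In the treated cells, Myrip (11.44 ± 1.77 CPM), Nrg1 (7.569 ± 0.934 CPM) and Gpx1 (249.2 ± 24.2 CPM) were higher in ZIP+Cy than in untreated Scr. Nrg1 was as high in Scr+Cy (7.274 ± 0.958 CPM), and Gpx1 was at 149.1 ± 13.8 CPM there. In OE+Cy, Myrip was at the detection limit, at least 9.84-fold lower than in Scr, and Perp was at 23.11 ± 1.94 CPM (0.78, adjusted p = 4.13e-08).
Gpx1 and Myrip lie in a segment of chromosome 9 (74952880 to 124312694) whose genes were higher in ZIP than in Scr almost throughout. Of 212 genes with a mean of at least 10 CPM in the segment, 210 were higher in ZIP, with a median log2 fold change of 0.77. Gpx1 was within the range of the segment, at the 26.9th percentile of its genes, and Myrip exceeded its median by 2.81.

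**Figure D1:**
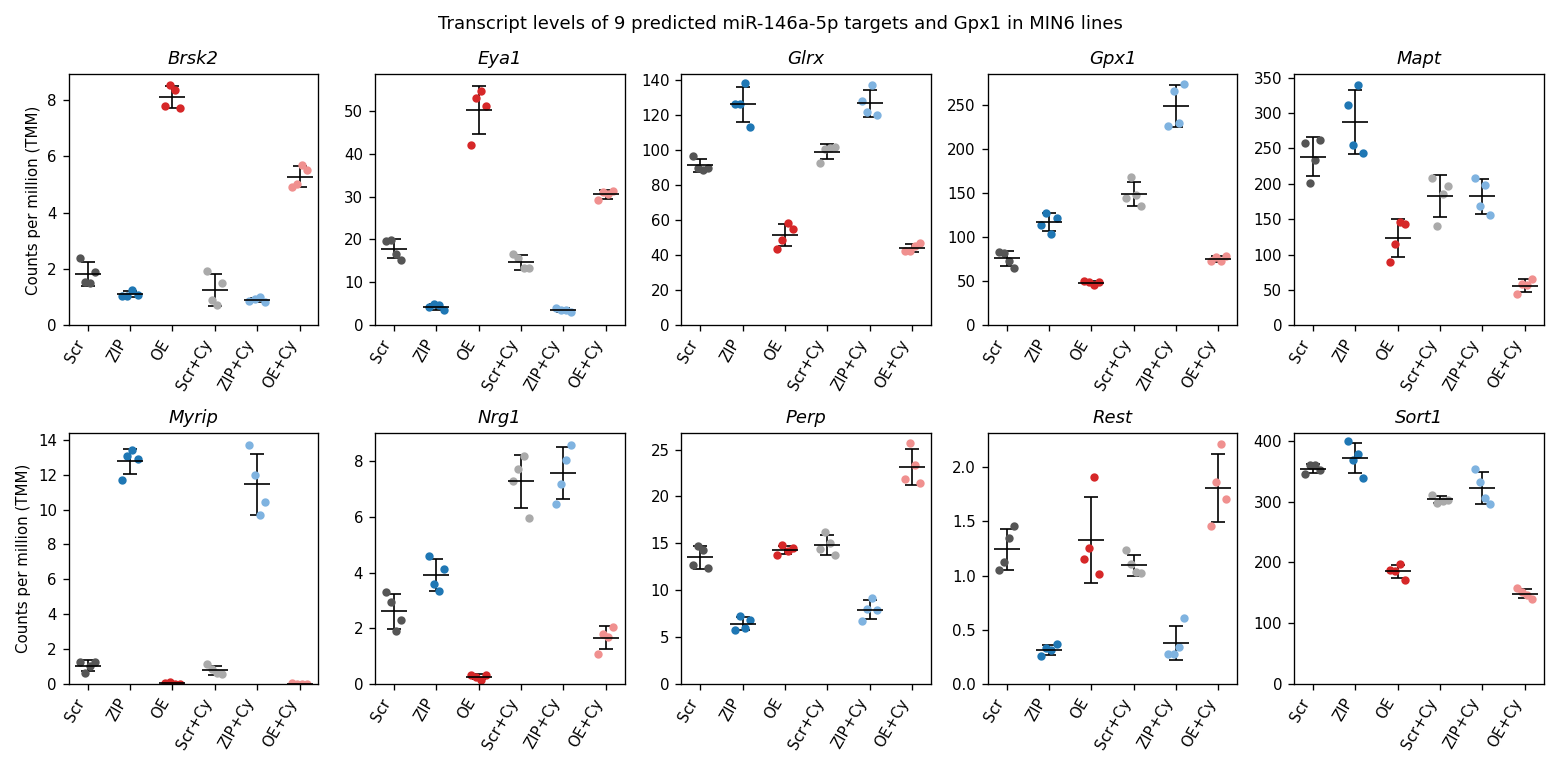
Transcript levels (CPM after TMM scaling) of the 9 predicted targets and Gpx1 in the 6 groups, with a panel per gene, a point per library (n = 4) and bars for the mean ± SD. Myrip is at 9.697 CPM or more in all ZIP and ZIP+Cy libraries and at 1.295 CPM or less in the others, and Mapt is lowest in OE+Cy, from 44.61 to 65.01 CPM.

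**Figure D2:**
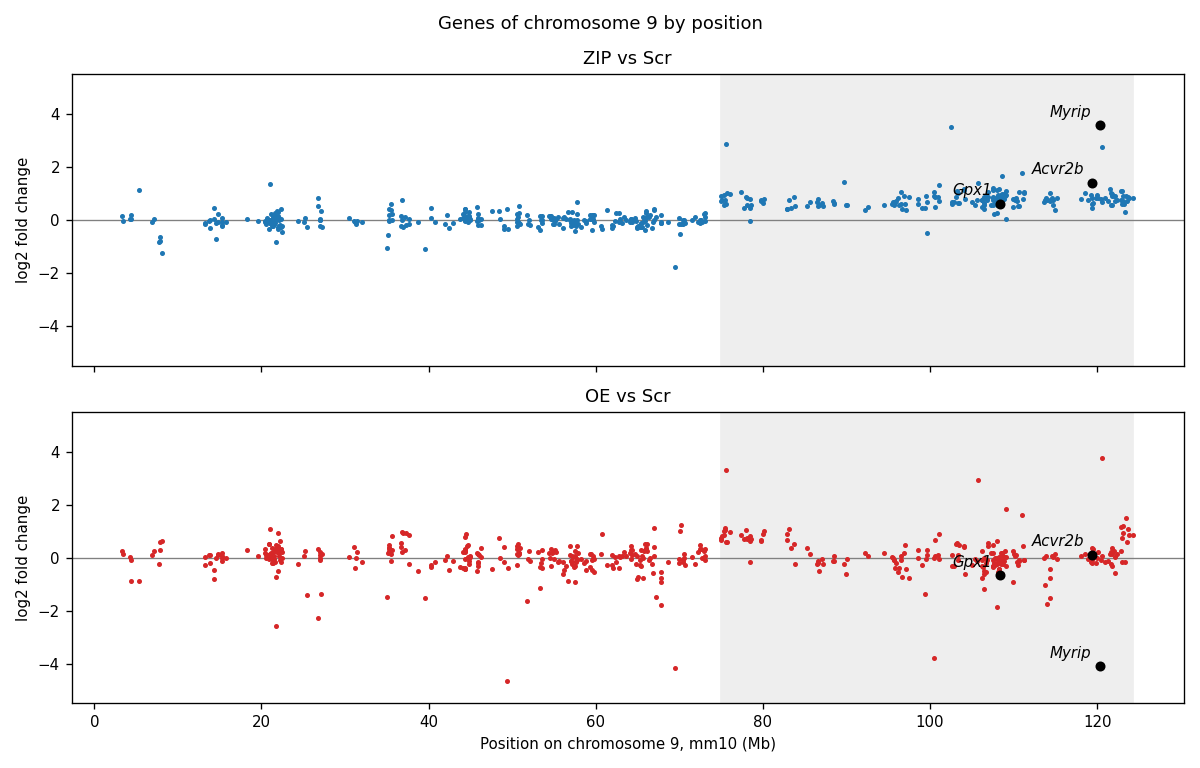
Log2 fold change against position on chromosome 9 (mm10, Mb) in ZIP versus Scr and in OE versus Scr, for the 515 genes with a mean of at least 10 CPM, with the segment shaded and Gpx1, Acvr2b and Myrip (whose mean is under 10 CPM) as black points. In ZIP the 303 genes before the segment have a median of −0.00223 and the 212 genes within it a median of 0.77, whereas in OE the median within it is 0.02, and 3 values lie beyond the axis.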

Along with these genes, we also included *Gpx1*, a molecule known to be involved in oxidative stress (Fig. 6). qRT-PCR confirmed the differential expression of seven of these ten genes (*Brsk2*, *Eya1*, *Gpx1*, *Mapt*, *Myrip*, *Nrg1*, and *Perp*). *Myrip*, *Gpx1*, and *Nrg1* were upregulated in MIN6 ZIP cells under inflammatory stress, whereas *Brsk2* and *Eya1* were upregulated in cells overexpressing miR-146a-5p. In addition, the change in *Eya1* was significant in OE cells treated with cytokines. *Mapt* was downregulated and *Perp* was upregulated in OE cells treated with cytokines compared with all other groups. Notably, more than 60% of selected target genes were validated, highlighting the potential of miR-146a-5p to modulate pathways involved in β cell function and survival.

**Figure 6:**
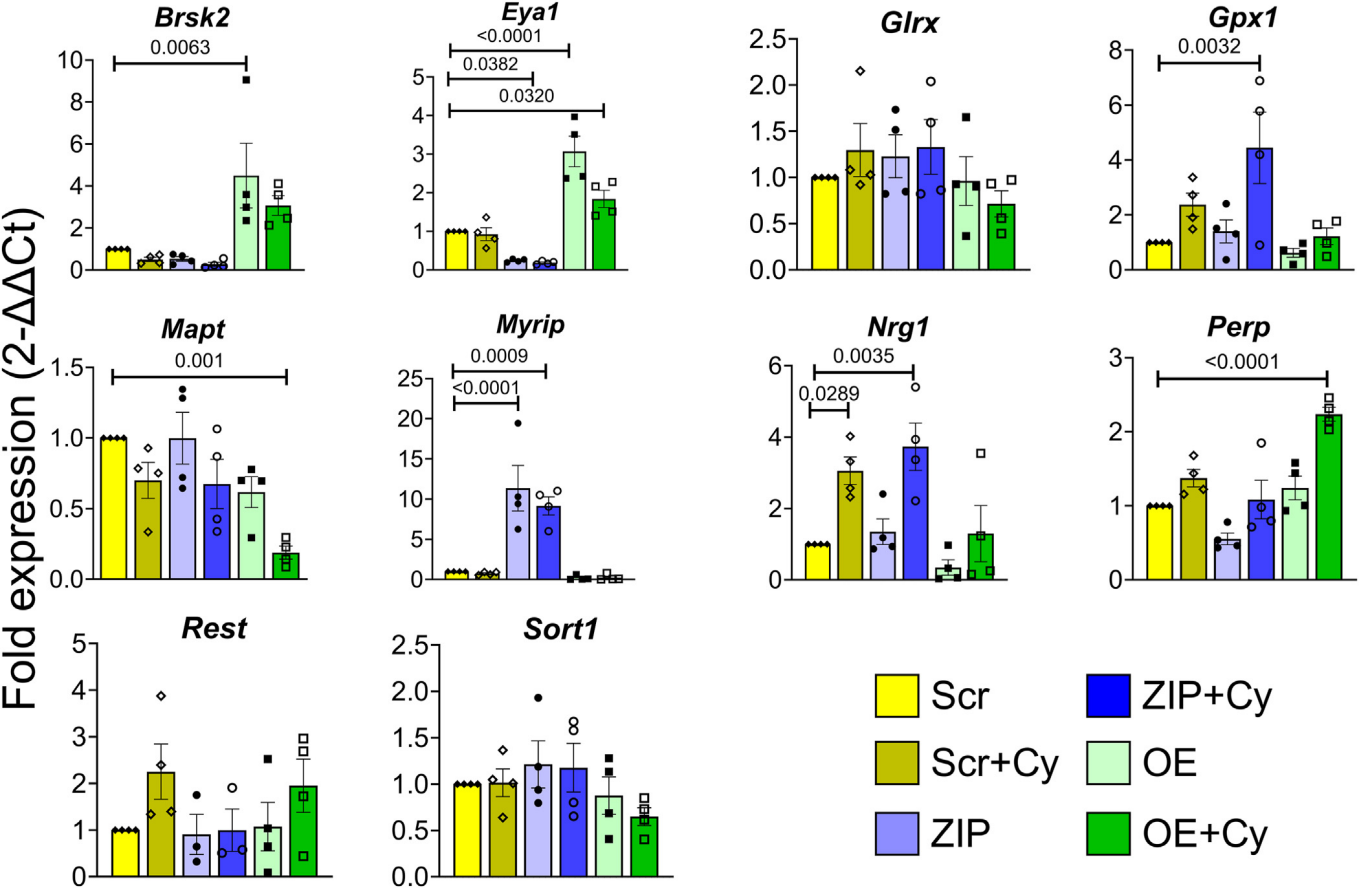
**Validation of miR-146a-5p targets.** Quantitative reverse transcriptase polymerase chain reaction results of gene targets of miR-146a-5p in MIN6 stable cells (n = 4). Data is presented as means ± SEM. One-way ANOVAs with Tukey test were used for comparisons with more than two groups. For all comparisons, *p* values are indicated above.

### Islet mitochondrial dysfunction is observed in mouse models of T1D

To validate the presence of mitochondrial dysfunction in mouse models of T1D during disease progression, we performed immunofluorescence analysis to evaluate the expression of TIM23 and TOM20 (markers of mitochondria function) in islets isolated from nonobese diabetic (NOD) mice at various time points (7, 9, 11, and 13 weeks of age, Fig. 7*A*). We observed a decreasing trend in TOM20 expression (Fig. 7*B*) and a significant decrease in TIM23 expression in 13-week-old NOD mice (Fig. 7*C*), implying that islet mitochondrial function decreases during the progression to T1D. Concurrently, we examined the temporal expression of miR-146a-5p in isolated islets from NOD mice across various time points (5, 7, 9, 11, and 13 weeks of age). Our data demonstrated an elevation in miR-146a-5p expression (Fig. 7*D*) alongside the decrease in TIM23 and TOM20 expression levels, providing evidence of a correlation between increased miR-146a-5p expression and mitochondrial dysfunction.

**Figure 7:**
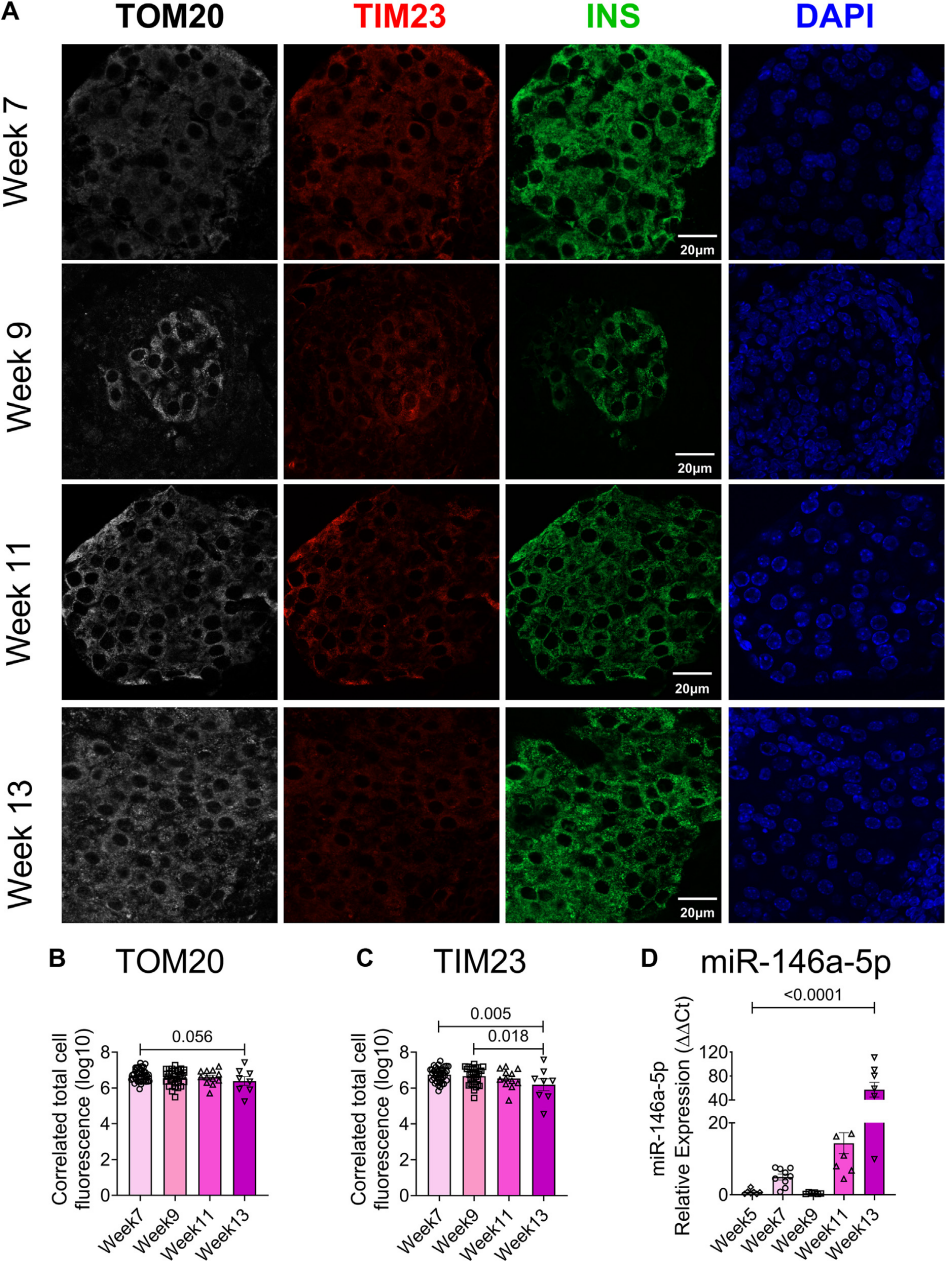
**Time-dependent decrease in TOM20 and TIM23 and increase in miR-146a-5p expression in pancreatic islets from NOD mice.***A*, immunostaining of TOM20, TIM23, INS, and 4′,6-diamidino-2-phenylindole in pancreatic tissue sections of 7-, 9-, 11- and 13-week-old NOD mice (n = 8). *B*, quantification of TOM20 and (*C*) TIM23 using ImageJ. *D*, qRT-PCR results to determine time-dependent expression of miR-146a-5p levels in islets isolated from 5-, 7-, 9-, 11- and 13-week old NOD mice (n = 8). Magnification = 40×. One-way ANOVAs with Tukey test were used for comparisons with more than two groups. For all comparisons, *p* values are indicated above. NOD, nonobese diabetic.

## Discussion

In this study, we demonstrated that miR-146a-5p is upregulated under conditions of inflammatory stress and that its overexpression leads to mitochondrial dysfunction and apoptosis in β cells, which was reversed by inhibiting miR-146a-5p. These findings represent a novel insight into the role of miR-146a-5p in altering β cell health through the suppression of mitochondrial function.

We have shown previously that miR-146a-5p may serve as a circulating biomarker for T1D (7); however, the molecular mechanisms by which miR-146a-5p contributes to diabetes risk need to be delineated. Roggli *et al.* demonstrated that prolonged exposure of β cells to palmitate and proinflammatory cytokines induced alterations in miR-146a-5p expression, including upregulation in human islets, MIN6 cells, and INS1 cells (17). Further, inhibition of miR-146a-5p improved glucose-stimulated insulin secretion and reduced apoptosis in cytokine-treated MIN6 cells. Our findings align with this study by Roggli *et al.*, as we observed that inhibition of miR-146a-5p increased glucose stimulated insulin secretion in untreated and cytokine-treated cells. We also observed that overexpression of miR-146a-5p in the presence of proinflammatory cytokines led to increased apoptosis of MIN6 cells, suggesting that miR-146a-5p may be directly associated with β cell survival.

Functional enrichment analysis of differentially expressed genes identified through RNA-seq in our MIN6 cell lines provided further insights into the role of miR-146a-5p in pathways associated with β cell survival and function. Notably, modulation of miR-146a-5p resulted in enrichment of terms related to mitochondria, including mitochondrial depolarization, mitochondrial organization, and apoptotic mitochondrial changes. These findings suggest a potential role for miR-146a-5p in T1D pathogenesis, possibly through the modulation of mitochondrial function.

Mitochondria are directly associated with diabetes pathogenesis through alterations in oxidative phosphorylation, ATP production, reactive oxygen species formation, and regulation of apoptosis (21, 22, 23). This association is supported by several lines of evidence from various studies, including observations of reduced mitochondrial DNA (mtDNA) copy number in blood samples from individuals with type 2 diabetes (24) and decreased oxidative phosphorylation in the skeletal muscle of insulin-resistant offspring of individuals with type 2 diabetes (25). Additionally, recent research has highlighted the involvement of miRNAs in mitochondrial function (19). For instance, Dasgupta *et al.* demonstrated the enrichment of miR-146a-5p in mitochondria and predicted mitochondrial genes such as *ND1*, *ND2*, *ND4*, *ND5*, *ND6*, and *ATP8* as potential targets of miR-146a-5p from 143B cell lines (18). In the context of diabetes, Zhen *et al.* reported a repertoire of mitochondria-associated miRNAs that were dysregulated in mouse liver upon streptozotocin-induced T1D (20). However, the presence and function of mitochondria-associated miRNA in pancreatic islets remain unclear.

To begin to understand if miR-146a-5p expression is detrimental to mitochondrial function, we showed that miR-146a-5p was enriched in mitochondria during inflammatory stress. In line with the observation, seahorse metabolic profiling demonstrated a significant increase in basal respiration, maximal respiration, spare respiratory capacity, proton leak, and ATP production upon inhibiting miR-146a-5p expression. However, these effects were reversed upon OE miR-146a-5p, suggesting its involvement in inducing mitochondrial dysfunction by dampening the activity of the electron transport chain. This hypothesis was well supported by a reduction in mitochondrial membrane potential in cells overexpressing miR-146a-5p compared to Scr cells. This effect was not observed in ZIP cells, suggesting that overexpression of miR-146a-5p may depolarize the membrane, eventually leading to cell death. Since mitochondrial morphology may play a role in metabolic activity (26), we assessed if there were ultrastructural changes in MIN6 stable cells. We observed a potential increase in mitochondria number in ZIP cells, whereas the number of mitochondria were decreased in OE cells treated with/without cytokines. Additionally, OE cells exhibited lower expression of TIM23 both in the presence or absence of cytokines. In a recent investigation, we reported that mitochondrial dysfunction, oxidative stress, and ER-stress pathways were prominently upregulated in prediabetic NOD mouse models, and we identified 14 weeks of age in NOD mice as a critical point for the onset of T1D (27). Consistent with these findings, our current study revealed an inverse correlation between miR-146a-5p and TIM23 expression levels in islets from prediabetic female NOD mice across various time points. This finding suggests the potential involvement of miR-146a-5p in mitochondrial dysfunction during T1D progression.

To determine potential mechanisms underlying the impact of miR-146a-5p modulation on β cell function, we validated seven predicted gene targets of miR-146a-5p (*Brsk2*, *Eya1*, *Gpx1*, *Mapt*, *Myrip*, *Nrg1*, and *Perp*) *via* qRT-PCR in our stable MIN6 cell lines. Among these, *Brsk2* is a kinase that plays a key role in insulin secretion and apoptotic responses. In mice, higher expression of *Brsk2* inhibits insulin secretion through interaction with and phosphorylation of PCTAIRE1, while knockdown of *Brsk2* increases serum insulin levels and produces a tendency toward increased β cell size (28). In our experiments, miR-146a-5p overexpression significantly increased *Brsk2* levels. Another identified target of miR-146a-5p, *Myrip*, acts as a scaffolding protein to facilitate exocytosis by promoting immediate fusion of insulin granules with the plasma membrane without predocking (29). Higher expression of *Myrip* in our ZIP cells may represent another mechanism through which miR-146a-5p modulates insulin secretion.

*Perp*, a protein that acts as an effector in the TP53-dependent apoptotic pathway, has been reported as a mediator of β cell dysfunction and apoptosis, and deletion of *Perp* partially preserves β cell function and mass in glucolipotoxicity settings (30). In our study, *Perp* expression was higher in OE cells than in ZIP cells, and its expression increased significantly under the conditions of cytokine stress, implying a possible mechanism by which miR-146a-5p could mediate β cell apoptosis. *Nrg1*, a member of the epidermal growth factor family, is predicted to be involved in calcium signaling and mitochondrial function. Exposure to recombinant human NRG-1 restores MMP, respiration rate, and ATP concentration in cardiomyocytes and skeletal muscle cells in an animal model of heart failure (31). While we observed no change in *Nrg1* expression in OE cells, its upregulation in ZIP cells treated with cytokines suggests that mitochondrial function may be preserved when miR-146a-5p is inhibited.

Together, our results demonstrate a possible new mechanism that defines the significance of miR-146a-5p in the development and progression of T1D.

## Experimental procedures

### Isolation and treatment of mouse pancreatic islets

C57/BL6J and female NOD mice were purchased from Jackson Laboratories and maintained at the Indiana University School of Medicine Laboratory Animal Resource Center under pathogen-free conditions. Protocols were approved by the Indiana University Animal Care and Use Committee. To assess the expression of miR-146a-5p during proinflammatory stress, pancreatic islets were isolated from 10- to 12-week-old C57/BL6J mice as described previously (32). After recovering overnight, islets were hand-picked and treated with a cocktail of proinflammatory cytokines (33, 34): 5 ng/ml IL-1β (Cyt-273-b; ProSpec), 100 ng/ml IFNγ (Cyt-358-b; ProSpec), and 10 ng/ml TNFα (Cyt-252-b; ProSpec). Following 24 h of incubation with cytokines, islets were washed with PBS and stored at −80 °C. To investigate the temporal expression pattern of miR-146a-5p during the progression to T1D, islets were isolated from female NOD mice at 5, 7, 9, 11, and 13 weeks of age, and miR-146a-5p expression was evaluated. For immunofluorescence analysis, pancreatic tissue sections were collected from female NOD mice at 7, 9, 11, and 13 weeks of age. The sections were then assessed for TOM20 and TIM23 expression using immunofluorescence techniques, following previously established protocols (27).

### Cell lines

MIN6 cells were grown in Dulbecco's modified Eagle's medium (DMEM, 11965-092; GIBCO) containing 4.5 g/L D-glucose, 4 mM L-glutamine, 10% fetal bovine serum (FBS, 35-015-CV; Corning), 100 units/ml penicillin, 100 μg/ml streptomycin (30-002-CI; Corning), and 50 μM β-mercaptoethanol (034461-100; Thermo Fisher Scientific). Cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. The medium was changed every other day, and cells were passaged weekly and regularly tested for *mycoplasma* contamination by PCR-based assay (G238; ABM). To investigate the expression of miR-146a-5p under inflammatory stress, MIN6 cells were cultured in the presence or absence of a combination of three proinflammatory cytokines (34): 5 ng/ml IL-1β (Cyt-273; Prospec Protein Specialists), 100 ng/ml IFNγ (Cyt-358; Prospec Protein Specialists), and 10 ng/ml TNFα (Cyt-252; Prospec Protein Specialists) for 24 h.

### Generation of stable miR-146a-5p overexpression or knockdown MIN6 cell lines

MIN6 stable cells with (i) overexpression of miR-146a-5p (OE), (ii) inhibition of miR-146a-5p (ZIP), and (iii) controls with a scrambled sequence bearing no similarity to any known mouse genomic sequence (Scr) were generated using lentiviral vectors. For overexpression of miR-146a-5p, the shMIMIC lentiviral microRNA vector was purchased from Horizon Discovery with Turbo RFP as a reporter (GSH11926-213630770). Lentivector-based scrambled miRZip-000 (MZIP000-PA-1) and miRZip-146a (anti-miRNA; MZIP146a-PA-1) in S1505A-1 construct vector were purchased from System Biosciences. Both Scrambled and miRZIP vectors contained copGFP as a fluorescent reporter. Upon receipt, glycerol *Escherichia coli* stocks for ZIP and Scr were amplified using an LB broth medium with 100 μg/ml carbenicillin for 24 h in a bacterial shaker at 37 °C. The bacterial culture was pelleted from LB growth medium for all three vectors, and plasmid DNA was isolated using NucleoSpin Plasmid (NoLid) kit for miniprep (740499.250; Takara Bio) following manufacturer’s instructions. Lentiviruses were generated by transfecting the plasmids using pPACKH1 Packaging Plasmid Mix (LV500A-1; System Biosciences) into a 293T cell line (LV900A-1, 293TN Producer Cell Line; SBI). After 72 h of culture, viral particles were collected and concentrated using a Lenti-X concentrator (631231; Takara Bio). Lentiviral titers were measured using Lenti-X GoStix (PT5185-2; Clontech, Takara Bio) following instructions provided by the manufacturer. Purified viral particles were transduced into MIN6 cells using TransDux MAX (LV860A-1; System Biosciences) and cultured for 48 to 72 h in complete DMEM (11965-092; Thermo Fisher Scientific) supplemented with 10% FBS. For clonal selection, transduced cells were cultured with 1 μg/ml puromycin for 7 days. Single clones were picked, seeded in 96-well plates, and cultured with puromycin-containing complete media. The clones were expanded and screened for miR-146a-5p using qRT-PCR, and the clones showing expression patterns of inhibition and overexpression were picked and used for further experiments.

### RNA isolation and ddPCR

Total RNA was isolated from mouse islets, MIN6 cells, and organelle fractions using the miRNeasy mini kit (217004; Qiagen) following the manufacturer’s instructions. RNA concentration was measured using a NanoDrop 2000 (Thermo Fisher Scientific). Complementary DNA (cDNA) was synthesized using the TaqMan MicroRNA Reverse Transcription kit (4366596; Thermo Fisher Scientific) according to the manufacturer’s instructions.

Droplet digital PCR (ddPCR) was used with a few modifications to measure the expression of mmu-miR-146a-5p, as described previously (35). Briefly, 2 μl of cDNA was added to 10 μl of Bio-Rad ddPCR Supermix for Probes (1863024; Bio-Rad), followed by the addition of 1 μl of TaqMan miR-146a-5p 20× primer mix (4427975; Applied Biosystem); final volume was adjusted to 20 μl using RNase- and DNase-free water. Synthetic miR-146a-5p oligo was used as a positive control, and RNase-free water was used as a negative control. The plates were sealed, and droplets were generated using QX200 AutoDG (Bio-Rad) under RNase-free conditions. PCR was performed using a C1000 Thermal Cycler (Bio-Rad), and droplets were read using a QX200 droplet reader (Bio-Rad). Data was analyzed within Quanta Soft Software (Bio-Rad, https://www.bio-rad.com/en-us/life-science/digital-pcr/qx200-droplet-digital-pcr-system/quantasoft-software-regulatory-edition). Data are presented as the number of copies/μl.

### qRT-PCR for miRNA and mRNA

miScript or miRCURY LNA Primer Assay was used to quantify the expression of miR-146a-5p (MS00003535 or YP00204688; Qiagen) in MIN6 cells or mouse pancreatic islets. One microgram of RNA was reverse transcribed using the miRScript II kit (218161; Qiagen) or miRCURY LNA RT Kit (339340; Qiagen). PCR was performed using miScript II (218073; Qiagen) or miRCURY LNA (339371; Qiagen) SYBR green–based PCR kit. At least three replicates were used per condition. PCR reactions were run in duplicates, and thermal cycling conditions were set according to the manufacturer’s instructions. miRScipt II *Rnu*6 (MS00033740; Qiagen) or miRCURY LNA *Rnu6* (YP02119464; Qiagen) was used as the internal reference gene for normalization. Fold change was calculated using the 2^-ΔΔ^Ct method (36).

To quantify gene expression, 500 ng of total RNA was reverse transcribed using the M-MLV RT kit (28025013; Invitrogen). TaqMan Fast Advanced Master Mix (4444557; Thermo Fisher Scientific) and gene-specific probes for *Mapt* (Mm00521988_m1), *Myrip* (Mm00460563_m1), *Brsk2* (Mm01279141_m1), *Glrx* (Mm00728386_s1), *Acvr2b* (Mm00431664_m1), *Rest* (Mm00803268_m1), *Perp* (Mm00480750_m1), *Eya1* (Mm00438796_m1), *Sort1* (Mm00490905_m1), *Gpx1* (Mm00656767_g1), and *Nrg1* (Mm01212130_m1) were used. Thermal cycling conditions specified for the Taqman Fast Advanced master mix were followed. *Actb* (Mm02619580_g1) was used as the internal reference gene for normalization. PCR reactions were run in duplicates, and four replicates per condition were used. Fold change was calculated using the 2^-ΔΔ^Ct method (36).

### Cell death assessment

Cell death assessment was performed using the Sartorius IncuCyte S3 live-cell analysis equipment (Sartorius) housed at the Indiana University School of Medicine. Briefly, WT MIN6 cells with no viral vector, and Scr, ZIP, and OE MIN6 cells were plated on 96-well cell culture plates and analyzed starting at ∼40 to 50% confluency. Cells were transferred to the scanning instrument, and cell media containing dyes for detection of exposed phosphatidylserine, a marker for apoptosis, was added to the cells. Annexin-V green was added to WT and OE cells, and Annexin-V Red was added to WT, Scr, and ZIP cells (1:1000 dilution, #4642 and #4641, Sartorius) immediately before time 0 of IncuCyte scan. Cytokines were added or not to the media of each cell line immediately before the first scan. Five images from different areas of each well were collected with a 10× objective every hour for 48 h, and cell death was quantified as the average number of green or red fluorescent counted objects (excitation: 488 nm; emission: 523 nm) per unit area at each time point and normalized by percent confluency in each scanned area. Cell death over 48 h was expressed relative to cell death at time 0 within each replicate.

### mRNA sequencing and data analysis

Total RNA was assessed for quality based on RNA integrity number using an Agilent Bioanalyzer 2100. All samples had good-quality RNA, with RNA integrity number ranging from 9.6 to 9.9. One hundred nanograms of total RNA were used for library preparation. Briefly, cDNA library preparation included mRNA purification, RNA fragmentation, cDNA synthesis, and ligation of index adaptors. Library amplification was performed following the KAPA mRNA Hyper Prep Kit Technical Data Sheet (KR1352 – v4.17, Roche Corporate). Each resulting indexed library was quantified, and its quality was assessed by Qubit and Agilent Bioanalyzer, and multiple libraries were pooled in equal molarity. The pooled libraries were sequenced with a 2 × 100 bp paired-end configuration on the Illumina NovaSeq 6000 sequencer using the v1.5 Reagent Kit. Approximately 30 M reads per library were generated. A Phred quality score (Q score) was used to measure the quality of sequencing. More than 90% of the sequencing reads reached Q30 (99.9% base call accuracy).

The quality of sequencing data was first assessed using FastQC (Babraham Bioinformatics). Further analysis using Fastq files was performed using Partek Flow 10.0.21.0718. Sequencing files were aligned to the mm10 mouse reference genome using STAR aligner 2.7.3a and mapped to mRNA using RefSeq Transcripts 96 annotation database. Genes with less than 10 read counts in total were removed. Differential expression analysis was performed using DESeq2 (37), and genes with fold change ≥1.5 and *p* value <0.05 were considered as differentially expressed. All comparisons were made using Scr as the control group. Raw data along with raw counts and normalized values (median ratio values) are deposited in NCBI GEO under the accession ID GSE255756.

### Functional enrichment and identification of mRNA targets

The DAVID bioinformatics tool was used for functional enrichment analysis (38, 39). Differentially expressed genes from each comparison pair were provided as input for gene ontology analysis. For each comparison, gene ontology terms with fold enrichment value ≥1.5 and *p* value <0.05 were retained for further analysis. Since the objective of the study was to identify the role of miR-146a-5p in T1D pathogenesis, we focused on gene ontology terms containing the following keywords: mitochondria, ER, Golgi, insulin, glucose, apoptosis, cell death, reactive oxygen species, oxidative stress, ATP, zinc, calcium, exocytosis, phagocytosis, and antigen processing and presentation.

To identify the molecular targets that are predicted to bind with the seed sequence of miR-146a-5p, first, *in silico* target prediction was performed with TargetScan 7.2 using mouse genome as the input (40). We used all the targets, irrespective of the target site conservation status. Targets identified from TargetScan were overlapped with genes included in functional terms containing “cell death,” “apoptosis,” “insulin,” and “mitochondria.” These hits were further filtered to the differentially expressed genes generated from ZIP *versus* Scr and OE *versus* Scr comparisons. Specifically, we only included genes that showed opposite directions of expression between the two comparison pairs or differentially expressed in one comparison pair but not in the other comparison pair. Three, five, and one representative targets involved in insulin secretion, apoptosis/cell death, and mitochondrial membrane potential, respectively, were selected for validation using qRT-PCR. Although *Gpx1* was not predicted to be a direct target, we included it because of its role in oxidative stress and its opposing expression pattern in ZIP and OE cells.

### Glucose-stimulated insulin secretion

Scr, ZIP, and OE MIN6 cells were plated on 12-well cell culture plates and cultured in DMEM until 70 to 80% confluency. The cells were then treated with or without IL-1β, IFN-γ, and TNF-α for 24 h. Before glucose-stimulated insulin secretion assays were performed, cells were washed twice with freshly prepared glucose-free modified Krebs-Ringer bicarbonate buffer (KRBH buffer - 5 mM KCl, 120 mM NaCl, 15 mM Hepes, pH 7.4, 24 mM NaHCO3, 1 mM MgCl2, 2 mM CaCl2, and 1 mg/ml radioimmunoassay-grade bovine serum albumin). MIN6 cells were then preincubated for 1 h with KRBH containing 2.8 mM glucose. After preincubation, cells were washed twice with glucose-free KRBH and incubated for 1 h with KRBH containing 2.8 mM glucose (LG), followed by an additional hour of incubation with KRBH containing 16.7 mM glucose (HG). Supernatant was collected after both 2.8 mM and 16.7 mM glucose stimulations. For total insulin extraction, cells were washed twice with glucose-free KRBH and collected in an alcohol-acidic solution (75% ethanol, 1,5% 1 N NaOH, 23.5% deionized water). Secreted insulin and total insulin content were measured using an Insulin ELISA kit (Mercodia; 10-1113-01).

### Isolation of mitochondria, cytoplasm, and ER

Mitochondria and cytoplasm from MIN6 cells were isolated using methods described previously (35). Briefly, 2 × 10^6^ cells were seeded in a 10 cm culture dish and cultured for 3 days. After 3 days, the cells were replenished with fresh culture media and treated with or without IL-1β + IFNγ + TNFɑ for 24 h. After the treatment period, the cells were trypsinized with 0.05% trypsin, resuspended with 1× PBS (14190-144; Gibco), and transferred to a 15 ml tube. The cells were pelleted at 215*g* for 5 min at 4 °C. The supernatant was discarded, and the cells were resuspended in 500 μl of hypotonic buffer (50 mM Hepes, 1 mM EDTA (pH 8.0), 1 mM DTT, 1× protease inhibitor cocktail (635673; Takara Clontech), 1 mM PMSF, and 1 mg/ml bovine serum albumin (BSA), Fraction V and incubated on ice for 5 min. The cells were lysed using digitonin at a final concentration of 0.02% and vortexed every 10 s for 5 min and mixed with 1:1 (v/v) of 2× isotonic buffer (100 mM Hepes, 2 mM EDTA (pH 8.0), 2 mM DTT, 1× Protease inhibitor cocktail, 2 mM PMSF, 2 mg/ml BSA, and 1.2 M D-Sorbitol) and centrifuged at 700*g* for 10 min at 4 °C. After centrifugation, the supernatant was transferred to a new 1.5 ml tube and centrifuged at 10,000*g* for 15 min at 4 °C. Again, the supernatant was transferred to a new 1.5 ml tube (cytoplasmic fraction) and stored at −80 °C. 1× isotonic buffer was added on top of the mitochondria pellet and centrifuged at 10,000*g* for 5 min at 4 °C. The supernatant was removed and the pellet containing mitochondria was stored at −80 °C until further use.

To isolate the ER fraction, MIN6 cells were cultured at a density of 3 × 10⁶ cells in two 10 cm culture dishes for 3 days. After this initial culture period, the medium was refreshed, and the cells were treated with or without proinflammatory cytokines for 24 h. Cells were then harvested and subjected to ER isolation according to the manufacturer's protocol provided with the Minute ER Enrichment Kit (Invent Biotechnologies, Inc, Cat# ER-036). To identify the expression of miR-146 in the organelles, RNA was isolated using the Qiagen miRNeasy kit as described above.

### Mitochondrial metabolic assay

MIN6 stable cell lines were subjected to the Seahorse XF Cell Mito Stress test (103015-100; Agilent). The cells were seeded in the Seahorse XFe 96-well plate at 5000 cells/well and cultured for 24 h. The medium was changed the following day, and the cells were treated with proinflammatory cytokines for an additional 24 h. Forty-eight hours post seeding, the growth medium was exchanged for glucose-free, Seahorse Phenol red-free DMEM with 200 mM glutamine, and 100 mM pyruvate, and incubated for 1 h at 37 °C. Subsequently, cells were incubated for 1 h with a DMEM containing 2.5 mM glucose in a non-CO_2_ incubator at 37 °C. Oxygen consumption rate was measured in 2.5 mM glucose—DMEM as the baseline measurement and following 25 mM glucose stimulus, and mitochondrial inhibitors oligomycin, carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone, and rotenone/antimycin A, respectively, according to the manufacturer’s instructions. Cell count/well was calculated using 10× phase contrast images with segmentation (Incucyte). Counts per image were extrapolated to total counts per well using the surface area of each well (10.326 mm^2^) and image area (2.275 mm^2^), that is, a multiplication factor of 4.538901. The following assay parameters were assessed in the Mito Stress test: basal respiration, maximal respiration, nonmitochondrial respiration, proton leak, ATP production, and spare respiratory capacity. All reactions were run using six replicates per condition, and the assay was repeated five times. Oxygen consumption rate data were normalized using the number of cells/well.

### Assessment of mitochondrial DNA copy number

Scr, ZIP, and OE MIN6 cells were cultured in the presence or absence of proinflammatory cytokines for 24 h. Genomic DNA was extracted using a Qiagen DNeasy kit (69504; Qiagen) according to the manufacturer’s instructions and quantified using a Nanodrop spectrophotometer. Ten nanograms of genomic DNA was added to each qPCR reaction (5 μl of BioRad SYBR green 2× master Mix, 0.4 μl of 10 μM forward primer, 0.4 μl of 10 μM reverse primer, 2.2 μl of nuclease-free water, and 2 μl of cDNA at 5 ng/μl). Samples were heated to 98 °C for 5 min and then cycled 40 times at 98 °C for 15 s, followed by 60 °C for 30 s. Samples were then heated to 95 °C, cooled to 60 °C for 1 min, and then reheated to 95 °C for melting curve analysis. At least three replicates were used, and the samples were run in technical duplicates. Mitochondria-specific DNA *Nd1* was used for estimating the copy number, and the reference genes were nuclear DNA-specific *Tbp* and *Hprt*.

Mitochondrial DNA copy number was calculated using the formula: ΔCt = Ct (nDNA gene) − Ct (mtDNA gene). Copies of mtDNA = 2 × 2ΔCt. Primer sequences for mitochondria-encoded and nuclear-encoded genes are provided in Table S3.

### Mitochondrial membrane potential

Alterations in MMP were assessed using the JC-1 MMP detection kit (ab113850; Abcam). Briefly, Scr, ZIP, and OE MIN6 cells were plated on black-clear bottom 96-well cell culture plates (CLS3614-100EA; Corning) and cultured in DMEM until 70 to 80% confluency. Then, cells were treated with or without IL-1β, IFN-γ, and TNF-α for 24 h. After 22 h, a portion of the cells that were not treated with cytokines was treated with DMEM containing 1 μM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone for 2 h as a positive control (ab113850; Abcam). Subsequently, cells were washed twice with low-glucose Hank's balanced salt solution (14025092; Gibco) containing 0.2% fatty acid–free BSA (A7030; Sigma-Aldrich) and incubated with 2 μM JC-1 dye for 30 min. Cells were then washed twice with low-glucose HBSS with 0.2% BSA, and JC-1 Red fluorescence was measured using a SpectraMax iD3 (Molecular Devices) at 535 nm (Ex) and 590 nm (Em) to detect alterations in MMP. JC-1 Red fluorescence intensity was normalized to Hoechst fluorescence intensity, a live-cell nuclei-binding dye (62249; Thermo Fisher Scientific).

### Electron microscopy imaging

MIN6 Scr, ZIP, and OE stable cells were seeded in a 6-well plate with a density of 2 × 10^6^ cells/well and cultured in complete DMEM for 48 h and were treated with proinflammatory cytokines (IL1β, IFNγ, and TNFα) for 24 h. MIN6 stable cells not treated with cytokines were considered as control cells. The cells were washed twice with plain DMEM and fixed with 2.5% glutaraldehyde and 4% paraformaldehyde in 0.1 mol/l sodium cacodylate buffer. The cells were collected by scraping the wells, transferred to a 1.5 ml centrifuge tube, and shipped to the Advanced Electron Microscopy Facility at the University of Chicago for electron microscope analysis.

### Immunofluorescence staining

Formalin-fixed paraffin-embedded pancreatic tissues from NOD mice were sectioned with 5 μm thickness and dewaxed at 70 °C according to the methods described previously (27). Briefly, the slides were deparaffinized with xylene twice for 7 min and hydrated with a series of different concentrations of alcohol. Antigen retrieval was performed using citrate buffer (H-3300; Vector Laboratories Inc) for 15 min at 100 °C, and the slides in the buffer were cooled to room temperature for 20 min and washed with 1× PBS twice for 5 min. The slides were blocked with animal free blocker (SP-5030; Vector Laboratories Inc) for 1 h and incubated with primary antibodies against TOM20 (1:200; 42406S; Cell Signaling), TIM23 (1:200; BD-611222; BD Biosciences), or insulin (IR002; Dako) overnight at 4 °C. Then the slides were washed twice with 1× PBS for 5 min and incubated with secondary antibodies: Alexa-Fluor 488 goat anti-guinea pig (A11073; Invitrogen), Alexa-Fluor 568 goat anti-mouse (A11031; Invitrogen), and Alexa-Fluor 647 donkey anti-rabbit (A31573; Invitrogen), and counterstained with 4′,6-diamidino-2-phenylindole for nucleus.

For immunostaining of MIN6 cells, 75,000 cells were seeded per well in an 8-well chamber slide (80841; Ibidi) and incubated for 24 h. The following day, cells were treated with or without proinflammatory cytokines for another 24 h. Cells were washed twice with 1× PBS and fixed with 4% paraformaldehyde for 30 min at 37 °C. After permeabilizing with 0.1% Triton X-100 in PBS (twice for 5 min), the cells were blocked using 0.1% FBS in PBS for 1 h. The cells were then incubated overnight at 4 °C with primary antibody against TIM23 (1:200; BD-611222; BD Biosciences) diluted in PBS supplemented with 5% FBS. The cells were washed three times with 0.1% Triton X-100 in PBS (5 min each wash) and incubated with a secondary goat anti-mouse antibody (Alexa 647; 1:200) for 2 h at room temperature. After washing the cells three times with 0.1% Triton X-100 in PBS, nuclei were stained with 4′,6-diamidino-2-phenylindole for 15 min at room temperature. Cells were washed twice with 0.1% Triton X-100 in PBS and mounted with Fluorsave reagent (345789-20 ML; Millipore Sigma). Z-stack images were acquired using an confocal laser scanning microscope 800 confocal microscope (Carl Zeiss). Fluorescence intensity was measured using Image J software (NIH).

### Western blotting

Scr, ZIP, and OE MIN6 cells were cultured in a 12-well plate at a seeding density of 4 × 10^5^ cells/well. Once the cells reached ∼75 to 80% confluency, they were treated with proinflammatory cytokines for 24 h. After treatment, the cells were washed with PBS and lysed with lysis buffer (50 mM Tris–HCL, 150 mM NaCl, 0.05% deoxycholate, 0.1% octylphenoxy poly(ethyleneoxy)ethanol, branched, 0.1% SDS, 0.2% × sarcosyl, 5% glycerol, 1 mM DTT, 1 mM EDTA, 2 mM MGCL_2,_ Protease inhibitor (04693132001; Roche, Complete mini-EDTA free), and phosphatase inhibitor (04906837001; Roche, PhosSTOP). Protein concentrations were determined using Lowry’s method. Twenty micrograms of protein per sample was heated for 10 min at 70 °C and immediately placed on ice. Proteins were separated using a 4 to 12% Bis-Tris plus gel (NW04122BOX; Invitrogen) and transferred to a polyvinylidene fluoride membrane. Membranes were blocked with intercept blocking buffer (927-70001; LI-COR) and incubated overnight at 4 °C with primary antibodies against β-tubulin (2128; Cell Signaling), caspase-3 (9662; Cell Signaling), and cleaved caspase-3 (9664; Cell Signaling). Membranes were then washed with 0.05% PBS-Tween for 20 min and incubated with donkey anti-rabbit and donkey anti-goat secondary antibodies (LI-COR) for 2 h. Images were acquired using an LI-COR image scanner, and protein was quantified using ImageStudio software (https://www.licor.com/bio/image-studio/).

### Statistical analysis

All statistical analyses (except for the analysis of RNA-seq data) were performed using GraphPad Prism version 9.2. For comparison of means between the two groups, a two-tailed unpaired Student’s *t* test was used. One-way ANOVA was used for the comparison of means among three or more groups. In all tests, *p* < 0.05 was considered to be statistically significant. Data are presented as mean ± SEM. Graphs were generated using GraphPad Prism version 10.3.0 for Windows, GraphPad Software (www.graphpad.com).

## Data availability

Further information and requests for reagents should be directed to and will be fulfilled by the lead contact, Carmella Evans-Molina (). Raw data from RNA-seq along with raw counts and normalized values (median ratio values) are deposited in NCBI GEO under the accession ID GSE255756.

## Supporting information

This article contains supporting information.

## Conflicts of interest

Dr Evans-Molina reports serving on advisory boards related to T1D research clinical trial initiatives: Provention Bio, Dompe Pharmaceuticals, Isla Technologies, MaiCell Technologies, Avotres, DiogenX, and Neurodon. C. E.-M. serves as President of the Immunology of Diabetes Society (IDS), Coexecutive Director of the Network for Pancreatic Organ Donors with Diabetes (nPOD), Co-PI of the NIH Integrated Islet Distribution Program (IIDP), and a member of the Type 1 Diabetes Clinical Network. C. E.-M. has patent (16/291,668) Extracellular Vesicle Ribonucleic Acid (RNA) Cargo as a Biomarker of Hyperglycaemia and Type 1 Diabetes and provisional patent (63/285,765) Biomarker for type 1 diabetes (PDIA1 as a biomarker of β cell stress). The other authors declare that they have no conflicts of interest with the contents of this article.

## Figures and Tables

**Fig. S1:**
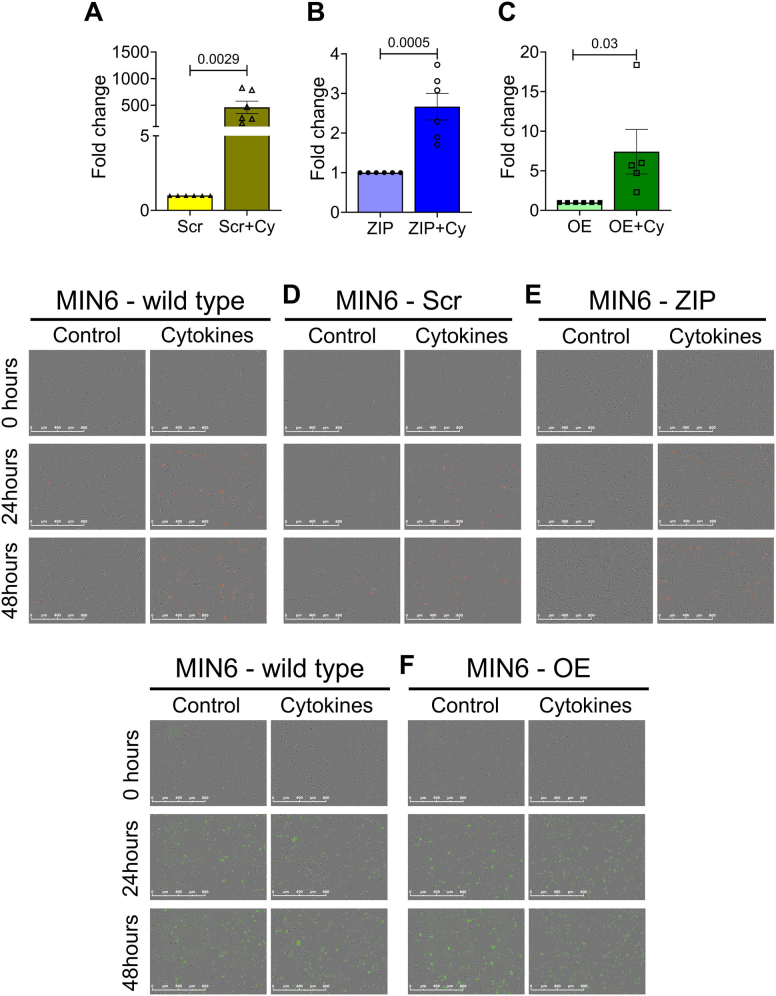

**Fig. S2:**
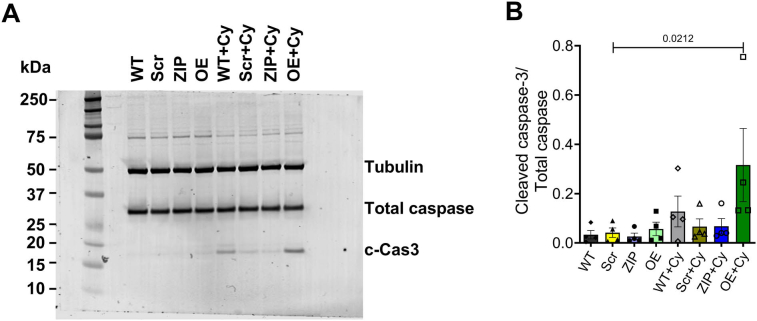

# Supplementary material for: miR-146a-5p mediates inflammation-induced β cell mitochondrial dysfunction and apoptosis
**Source:** J Biol Chem. 2024 Sep 27;300(11):107827. doi: 10.1016/j.jbc.2024.107827
**Supplement:** Supplementary Figure Legends

**Supplementary Figure Legends**

**Figure S1. Pro-inflammatory stress increases miR-146a-5p expression in MIN6 stable cells and overexpression leads to cell death.** (A-C) Fold change values from qRT-PCR experiments (n=6) to determine expression level of miR-146a-5p in Scr and Scr+Cy MIN6 cells (A), ZIP and ZIP+Cy MIN6 cells (B), and OE and OE+Cy MIN6 cells (C). (D-F) Incucyte live cell image system to track cell death (represented by green or red fluorescence) over time. Cell death was compared between WT and Scr (D), WT and ZIP (E), and WT and OE (F) treated with or without cytokines. Scale = 400 µm. Unpaired t-test was used for comparing two groups. For all comparisons, *p*-values are indicated above.

**Figure S2. Overexpression of miR-146a-5p increases cleaved caspase-3 levels under pro-inflammatory stress.** (A) Western blot image showing abundance of caspase-3 and cleaved caspase-3 proteins in MIN6 cells (n=4) treated with/without pro-inflammatory cytokines. (B) Quantification of Western blots. Data is presented as means ± SEM and statistical significance was determined by one way ANOVA. For all comparisons, *p*-values are indicated above.

How the deposited data were processed for this re-analysis (not part of the article)

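Bulk RNA-seq libraries of MIN6 stable lines were analysed in 6 groups of 4: Scr, ZIP and OE cells without cytokines and the same lines with cytokines (Scr+Cy, ZIP+Cy, OE+Cy). Each library was assigned to its group and replicate number from its own label. The legend of Fig. 2A gives n = 3–4, and the paper does not identify libraries left out, so all 24 were used.

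According to the paper's methods, the authors checked reads with FastQC, aligned them to mm10 with STAR 2.7.3a and mapped them to RefSeq Transcripts 96 in Partek Flow 10.0.21.0718. They removed genes with fewer than 10 reads in total and tested differences with DESeq2. The paper's text does not name the quantification method or its use of strand. The authors deposited estimated counts per gene without normalization, of which 30.3% were not whole numbers. They also deposited a normalized signal per gene, which equalled the estimated counts divided by one median ratio factor per library. The 24 largest values belonged to 1 gene and carried 3 significant digits. Genes of the mitochondrial genome and the microRNA itself were not analysed here. Reads of overlapping genes, antisense genes, pseudogenes and paralogs could have been divided between them, so such genes are reported as uncertain.

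Estimated counts were rounded to whole numbers. All 17696 listed genes had at least 10 reads in total and entered the tests. A single model with 6 group means was fitted to the 24 libraries in edgeR 4.0.16 (R 4.3.3) with TMM normalization, and comparisons were tested with glmQLFit and glmQLFTest. The standard error of a log2 fold change is its size divided by the square root of its F statistic. A gene was called at a fold change of at least 1.5 and an unadjusted p value under 0.05, the paper's thresholds, and Benjamini-Hochberg adjusted p values are over all genes of a comparison. The difference between cytokine responses of lines was tested as an interaction in the same model, at an adjusted p value under 0.05 and with no fold change limit. Levels are CPM after TMM scaling, given as mean ± SD of 4 libraries. When all libraries of a group had 3 reads or fewer, the fold change was computed against 3 reads and is given as a lower bound. The genes named are those the paper names as targets or references, those of proteins it measures, Irak1 and Traf6 as outside targets of miR-146a, its host gene, known cytokine-response genes, and in each comparison the 3 largest rises and the 3 largest falls. The latter needed an adjusted p value under 0.05, a mean of at least 1 CPM in either group and no overlap between the libraries of both groups. Genes named outside this rule were chosen after their values were seen.

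Principal components were computed on log2 CPM with a prior count of 2. Of the mouse Reactome collection in fgsea 1.28.0, 20 sets were tested with a one-sided Fisher's exact test against all tested genes and with camera and fry in limma 3.58.1. Beside them, 7 families defined by gene symbol were tested with camera, including the subunits of respiratory complex I (Nduf) and ribosomal proteins (Rpl and Rps). Of these, the Nduf genes were lower in Scr+Cy (median log2 fold change −0.07, adjusted p = 0.0329) and the Rpl and Rps genes lower in ZIP (−0.15, adjusted p = 0.00306), with adjusted p values of 0.199 and 0.193 by fry and of 0.968 each with the correlation estimated from the data. Sites for positions 2 to 8 of miR-146a-5p were searched in 3′ UTRs of 20958 genes of GENCODE release M21 on the same genome build. Genes were placed on chromosomes with that annotation, and median log2 fold changes of chromosomes were ranked among 10000 random gene sets matched on mean expression. In windows of 10 Mb with at least 10 genes at a mean of 10 CPM or more, genes were taken to move together at a median log2 fold change of at least 0.3 in size with at least 75% of genes in that direction. Lists of marker genes for peripheral nerve, connective tissue, blood and bone marrow, skeletal muscle, fat and lymphocytes were checked in each library for genes that reached 1 CPM and 5 times the level in the other libraries of its group.

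Depth was between 26657792 and 37168232 assigned reads per library. Detection limits cover counting error only.

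The alternatives tried were DESeq2 1.42.0 (Wald test), DESeq2's size factors in edgeR, the filterByExpr filter, a fit of only the groups compared, the replicate number as a block, adjusted p values, other settings of the principal components, other backgrounds and gene lists for the set tests, other seed sites, and leaving out each library in turn. Whether replicate numbers pair the libraries was checked from the correlation of deviations from the group means over 12415 genes. Of the 5 comparisons with Scr, only that with Scr+Cy had a correlation over 0.1 for every number (0.312 to 0.533). Its libraries were therefore taken as paired by number in the splits and in the alternative fit with a block. The reported fit is unpaired. The labels share the number, which the paper does not explain. Over all 15 combinations of groups, 6 had every correlation over 0.1. Among them were ZIP with ZIP+Cy (0.293 to 0.397) and OE with OE+Cy (0.172 to 0.487).

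The main steps were tested on simulated data, counts of 17696 genes. Of 200 genes changed 2-fold, edgeR called 199 with 2 false calls at an adjusted p value under 0.05. DESeq2 called 198 with 2 false calls. With unadjusted p values, which the reported calls use, edgeR called 224 unchanged genes. Of 100 genes with a simulated interaction, 79 were called, with 4 others. Gene ontology, DAVID and TargetScan were not used here. Values of some genes under the rule for named genes are not reported here. The qRT-PCR, imaging, secretion and respiration experiments were not analysed here.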

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

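Splits of the libraries, apart from those for chromosome 9, were chosen beforehand, and all other tests of explanations in this part were chosen only after the result was seen.

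In 8 groups of 4 libraries, the level of a named gene in 1 library lay farther from the other 3 than Dixon's test allows at a p value of 0.05. By chance about 1 in 20 groups shows this, or 8.1 of the 161 groups tested, so the number of such libraries is what chance gives. 1 group at or under 3 reads was not tested. The libraries were Glrx in Scr replicate 1 (96.65 CPM) and Scr+Cy replicate 1 (92.69 CPM), Timm23 in Scr+Cy replicate 1 (43.42 CPM) and ZIP+Cy replicate 4 (65.58 CPM), Nos2 in ZIP replicate 4 (3.494 CPM) and OE+Cy replicate 3 (1008 CPM), Cxcl10 in ZIP replicate 4 (31.15 CPM), and Irf1 in Scr+Cy replicate 1 (364.6 CPM). Of these, Nos2 and Cxcl10 in ZIP replicate 4 belong to a wider pattern in that library.

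The response to cytokines differed between OE and Scr cells for 3537 genes (1706 with a larger and 1831 with a smaller log2 change in OE; 5601 at an unadjusted p value under 0.05). Between ZIP and Scr cells it differed for 10 genes (1137 at an unadjusted p value under 0.05). Of 100 arrangements of the libraries within the contrast, the real one included, 2 gave as many genes for OE and 2 for ZIP. In each case the other arrangement nearly exchanged the line labels within one arm of the treatment, and gave 6847 and 3559 genes, against 3451 and 13 for the real one in the same fit. With the replicate number as a block, the numbers were 4492 and 45. Of 52 tests of named genes, 13 passed, all for OE. Among these, the log2 change after cytokines was larger in OE than in Scr by 1.16 for Nrg1 (adjusted p = 0.0112), 0.55 for Perp (0.00254) and 1.28 for Irf1 (1.09e-06). The difference was −0.43 for Eya1 (0.0351), −0.34 for Glrx (0.022), −0.75 for Mapt (0.0144), −0.34 for Gpx1 (0.042), −0.27 for Hprt (0.0137), −0.71 for Ins1 (0.0104), −0.56 for Ins2 (0.0113) and −0.31 for Irak1 (0.0138). In the paper, Hprt is a reference on DNA for the copy number of mitochondrial DNA, which a change of its transcript does not touch. The paper's reference for transcripts by qRT-PCR is Actb. The 10 genes for ZIP, named after their values were seen, were Casp8, Cebpd, Crybg1, Hgsnat, Ism1, Mpzl1, Pim2, Ptpn11 and Rbms1 with a larger change and Ntn1 with a smaller one.

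Of 554 genes that changed at least 2-fold in Scr cells, 69.1% changed more in OE cells and 42.6% changed more in ZIP cells. Library depth argues against itself as the cause, since the median depth of OE+Cy libraries was 0.947 times that of Scr+Cy libraries. A lower level before treatment was not the whole cause, since the 518 genes that cytokines raised in Scr cells were also higher in OE+Cy than in Scr+Cy (median log2 fold change 0.57, 73.6% of genes). More transcript of every receptor was not the cause either, because Tnfrsf1a (−0.62) and Ifngr2 (−0.64) were lower in OE than in Scr cells, while Il1r1 was higher (0.67). A difference between the clones, the vectors or the microRNA level may underlie the larger response in OE cells, and the design does not part these from each other.

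On chromosome 9 from 74952880 (mm10) to the last gene, 210 of 212 genes with a mean of at least 10 CPM were higher in ZIP than in Scr cells, with a median log2 fold change of 0.77, or 1.71-fold. The 303 genes before this segment had a median of −0.00223. GC content was not the cause, since random sets matched on it had a mean median of −0.0124 (SD 0.0171). In treated cells, 99.1% of the segment's genes were higher in ZIP+Cy than in Scr+Cy (median 0.78), as a copy number difference between the single clones would give, and such a difference is a candidate explanation. It was not measured on DNA. The start of the segment had been set on the untreated libraries, and of 35 splits of the 8 treated libraries, 1, the real one, gave a median shift as large (0.786, next 0.419). Of the 418 listed genes of the segment, 250 were called in ZIP versus Scr, 238 of them higher. The log2 fold change of Gpx1 was −0.147 from the segment's median, so its rise in ZIP could be part of the shift of the segment. That of Myrip exceeded the median by 2.81, more than the shift gives. Acvr2b, which the paper also names, was at the 96.2th percentile of the segment's genes.

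In 12 of 247 windows of 10 Mb for ZIP and 8 for OE, genes moved together in one direction. In 1000 shuffles of gene positions, at most 1 window for ZIP and 2 for OE did so, so chance placement of changed genes was not the cause. Of the genes in these windows, 45.9% were called in ZIP and 46.0% in OE, against 13.1% and 24.8% elsewhere. The windows held 16.6% of all calls in ZIP and 6.92% in OE. In 5 windows both lines moved, on chromosome 8 from 80 to 100 Mb (−0.61 and −0.53 in ZIP, −0.58 and −0.58 in OE) and on chromosome 19 from 30 to 60 Mb, where a difference in the shared Scr clone would show the same. The others included chromosome 13 from 50 to 60 Mb (−0.80 in OE) and chromosome 9 from 70 to 80 Mb (0.61 in OE). Ins1 and Slit1 lie in the windows of chromosome 19.

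Untreated ZIP replicate 4 held transcripts of 83 cytokine-induced genes, all above the mean of the other ZIP libraries, at a median of 2.90% of their level in ZIP+Cy (1.92% to 4.05%, 5th to 95th percentile). Of the 83 genes, 16 were called in ZIP versus Scr, and Nos2, with 104 reads in this library, had an adjusted p of 0.0802. Material from Scr+Cy was argued against by Eef1a2, at 1.38 CPM where the share needed 9.67 CPM. Material from OE+Cy was argued against by 23 genes specific to it, whose median above the other ZIP libraries was −1.17% of the level needed. The median level needed for these genes was low, at 0.481 CPM. The most abundant of them, Pnma5, was at 1.44 CPM where 2.01 CPM was needed. Pnma5 alone does not decide, since its level in the other ZIP libraries is not reported here. Material from ZIP+Cy would raise all genes by a similar share, and the 95th over the 5th percentile of the share was 2.11, against 4.61 between Scr+Cy and ZIP+Cy. An admixture of ZIP+Cy material is therefore a candidate explanation. It cannot be told apart from a weak cytokine response of the library's own, since the SD of the log2 share was 0.409 and there was no weakly responding library to compare with. Without ZIP replicate 4, 2576 genes were called in ZIP versus Scr.

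Untreated Scr replicate 3 held 72 cytokine-induced genes at a median of 0.914% of their level in Scr+Cy (0.25% to 1.51%), and 98.6% of them were above the mean of the other Scr libraries. Admixture of treated material would give this and may be its source, though no biological explanation was tested. In OE libraries the median share was at most 0.0623%.

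Replicate 1 of ZIP and replicate 1 of Scr+Cy held 134 and 202 genes at 1 CPM or more and at least 5 times the level in any other library of their groups. Of 15 genes of a peripheral nerve (Schwann cell) list, 9 stood out in ZIP replicate 1 (adjusted p = 2.16e-14) and 9 in Scr+Cy replicate 1 (6.24e-13). In ZIP replicate 1 these included Pmp22 (65.4 CPM) and Scn7a (18.1 CPM), and in Scr+Cy replicate 1 Scn7a (28.9 CPM) and Drp2 (15.6 CPM). Mbp, the most abundant gene of the list in ZIP replicate 1 (76.7 CPM), did not stand out, with 43.0 to 52.5 CPM in the other ZIP libraries. In Scr replicate 1, 2 genes of the list stood out (adjusted p = 0.0168). Of the list, 6 genes had been seen in these libraries beforehand and 7 had a median of 1 CPM or more over all libraries. Of the 9 genes not seen, 3 stood out. RNA of peripheral nerve is a candidate source that cannot be told apart from other sources with this value of 3, too few genes to decide. Of 10 connective tissue (fibroblast) genes, 5 of them seen beforehand and 2 with such a median, 6 stood out in Scr+Cy replicate 1, 5 in ZIP replicate 1 and 5 in Scr replicate 1. Xist, named after its values were seen, was at 35.1 CPM in ZIP replicate 1, 31.5 CPM in Scr+Cy replicate 1 and at most 3.10 CPM elsewhere. Of the muscle list, 1 of 5 genes stood out (Scr replicate 1, adjusted p = 0.199), and of the fat and lymphocyte lists 0 of 3 each. With replicates 2 to 4 only, 2579 genes were called in ZIP versus Scr and 1764 in Scr+Cy versus Scr.

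Replicate 3 of ZIP+Cy held 14 genes at such a level above the other libraries of its group. Of 9 listed genes of a blood and bone marrow list, none of them with a median of 1 CPM or more over all libraries, 8 stood out (adjusted p = 1.63e-23), with S100a9 at 5.56 CPM and Hba-a1 at 5.17 CPM. Of the list, 6 genes had been seen beforehand and 2 of the other 3 stood out. Ltf, which is among the 8, was also at 1.88 to 3.69 CPM in all OE+Cy libraries. In Scr+Cy replicate 3, 2 genes of the list stood out (adjusted p = 4.73e-06), Ngp (1.78 CPM) and Hba-a1 (1.03 CPM). RNA of blood or bone marrow is a candidate source for these transcripts, and no biological explanation was tested.

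In every OE library, 35 genes were at 5 CPM or more that were under 0.5 CPM in every Scr and ZIP library. They included Epcam (125 CPM in OE, at most 0.186 CPM in Scr), Esrp1 (98.0 CPM), Lad1 (48.0 CPM), Rab25 (29.5 CPM) and Krt19 (15.8 CPM), named after their values were seen. Against Scr alone, 54 genes were on in OE in this way, and of the reverse kind, 18 genes were at 5 CPM or more in every Scr library and under 0.5 CPM in every OE library, and for ZIP the numbers against Scr were 2 and 4. Since each line came from single clones, a difference between clones and an effect of the microRNA were not parted by the design, and neither was tested here.

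In the splits of the 8 libraries of each comparison into 4 and 4, the real split was the 1 of 35 with the most differentially expressed genes in ZIP (2523 in a fit of these libraries alone with all genes kept, next 601), OE (4515, next 454), Scr+Cy (1668, next 621), ZIP+Cy (3808, next 429) and OE+Cy (6069, next 472). In Scr+Cy, where the replicate numbers pair the libraries, 8 splits part all 4 pairs. The real one gave the most genes, and the others, which mix treated and untreated libraries, gave 107 to 267. With the replicate number as a block, 1874 genes were called in Scr+Cy. For the enriched Reactome sets, the real split or a larger count was reached by 17 of 35 splits in ZIP, 2 in OE, and 1 each in Scr+Cy, ZIP+Cy and OE+Cy. For sets moved as a whole it was reached by 32 in ZIP, 13 in OE, 2 in Scr+Cy, 14 in ZIP+Cy and 3 of 35 in OE+Cy, so these counts of moved sets were not more than other splits of the same libraries gave.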

How the results depend on the processing

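Alternatives were fixed before the data were examined, apart from fits of replicates 2 to 4, cytokine-treated libraries for seed sites and chromosomes, and leave-outs for gene sets and the correlation, which were chosen after seeing the data. The filter on 10 reads could not be removed, since every listed gene passed it.

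The total numbers of differentially expressed genes stayed within 1.5 times the reported totals under DESeq2, DESeq2's size factors and filterByExpr. They also did so in a fit of only the groups compared, with adjusted p values and with each library left out. The lower genes in Scr+Cy moved by more than that with adjusted p values, from 472 to 285. Across leave-outs the totals ranged from 2517 to 2653 in ZIP, 4316 to 4519 in OE and 1764 to 1950 in Scr+Cy. In the treated lines they ranged from 3634 to 3810 in ZIP+Cy and 5834 to 5974 in OE+Cy. DESeq2 shared 2360, 4202, 1553, 3506 and 5566 of its calls with edgeR. The ZIP interaction, 10 genes, rose to 41 with DESeq2 and to 45 with the replicate number as a block, and was 7 to 12 across leave-outs; the cause was not tested. The block, in which the treated and untreated libraries of each line are paired by number, changed no other call by more than 1.5 times.

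The shares of components 1 to 3 and the ratio of the OE to the ZIP distance moved with the settings; the cause was not tested. They were 51.18%, 35.9%, 6.574% and 2.132 with the 500 most variable genes, 30.96%, 17.22%, 12.92% and 1.41 with scaled genes, and 31.01%, 17.25%, 12.89% and 1.413 with scaled normalized values of the authors. Without scaling, the latter gave 35.75%, 26.99% and a ratio of 1.649. Across leave-outs the ranges were 35.28% to 39.71%, 26.61% to 30.81%, 10.06% to 11.26% and 1.646 to 1.708.

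With an estimated correlation in camera, the moved Reactome sets fell to 0 in ZIP, OE, ZIP+Cy and OE+Cy and 3 in Scr+Cy. With fry, they rose to 8 in ZIP, 10 in OE, 14 in ZIP+Cy and 18 in OE+Cy. Across leave-outs, they were 2 to 6 in ZIP (6 without ZIP replicate 1), 2 to 5 in OE (5 without Scr replicate 2) and 5 to 8 in ZIP+Cy (5 without Scr replicate 1). Enriched sets in ZIP were 0 to 1 (0 without Scr replicate 2, ZIP replicate 1 or ZIP replicate 3).

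The correlation of OE and ZIP effects was 0.254 with filterByExpr, 0.171 to 0.224 with Scr libraries divided between the effects, and 0.273 to 0.345 across leave-outs. The seed site difference in ZIP changed sign with 7mer-m8 sites, to 0.00488. All other reversals were of log2 fold changes near 0 across leave-outs: Actb in ZIP (−0.0163 to 0.0742, negative without Scr replicate 1 or 4 or ZIP replicate 4) and OE (−0.0293 to 0.0753, without Scr replicate 1 or 4 or OE replicate 1), Hprt in ZIP (−0.00926 to 0.0556, without ZIP replicate 4), Traf6 in ZIP (−0.0221 to 0.0634, without ZIP replicate 3), Rest in OE (−0.123 to 0.209, without OE replicate 3) and Tbp in OE (−0.0201 to 0.110, without Scr replicate 1). For these genes no test was passed either way.

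Counting all results, the alternatives fixed beforehand, leave-outs aside, left 300 unchanged, with 5 weaker, 8 stronger, 18 moved and 1 reversed. Depth limits genes near 3 reads, whose fold changes are lower bounds.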

Differences from the paper's values

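The paper's counts of differentially expressed genes, 2432, 4271, 1595, 3537 and 5655, were each within 1.5 times the values here, 2634 in ZIP, 4540 in OE, 1867 in Scr+Cy, 3841 in ZIP+Cy and 6051 in OE+Cy. With DESeq2's Wald test, an alternative set before the data were examined, they were 2431, 4271, 1593, 3535 and 5650. With only the groups compared in the edgeR fit, and the filter on 10 reads applied to their 8 libraries, they were 2432, 4396, 1568, 3636 and 5871. The paper's count of lower genes in Scr+Cy, about 420 in Fig. 2B, read by eye, was exceeded by more than 1.5 times only without Scr+Cy replicate 1 (660).

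The paper's shares of components 1 to 3 in Fig. 2A, read by eye, were about 27%, about 21% and about 13%, against 38.0%, 29.18% and 10.51% here. With genes scaled they were 30.96%, 17.22% and 12.92%, the nearest of the settings set before the data were examined. With the 500 most variable genes they differed by more than 1.5 times (51.18%, 35.9% and 6.574%).

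The paper reports enriched terms of mitochondria in all comparisons. None of 6 mitochondrial Reactome sets, which are another collection than gene ontology, passed the same limits in any comparison, with a highest fold enrichment of 1.26. The paper reports terms of the ER, and the unfolded protein response set had at most 3 of 15 genes called in any comparison. The paper selected Nrg1 as differentially expressed in opposite directions or in a single line. Nrg1 was called in OE alone in the edgeR fit, and also in ZIP with DESeq2 (log2 fold change 0.59), with DESeq2's size factors (0.59) and in fits without Scr replicate 1 or 2 or without ZIP replicate 2 or 3. The paper's discussion describes Nrg1 as unchanged in OE cells. In these libraries it was at 2.605 ± 0.623 CPM in Scr and 0.268 ± 0.079 CPM in OE (log2 fold change −3.29).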

Other observations

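The tests of seed sites, chromosome medians and shared Scr libraries were chosen beforehand, and the other values in this part were computed only after the results were seen.

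Direct action of miR-146a-5p would lower genes with seed sites in OE and raise them in ZIP cells. Of 15432 genes with a 3′ UTR, 4.30% had an 8mer site (AGTTCTCA). Their median log2 fold change minus that of genes without a site was −0.0307 in OE, at the 25.7th percentile of 420 sequences of the same base composition. In ZIP the difference was −0.00728 (16.4th percentile). Sites were found in 5.11% of the 2289 genes called lower in OE that have a 3′ UTR, so direct action through such sites was not the main source of the differences. In treated cells the difference was −0.0533 in OE and −0.018 in ZIP. Of the genes the paper measured, Mapt and Sort1 had an 8mer site, Myrip, Rest and Nrg1 only 7mer-m8 sites, Brsk2, Eya1 and Glrx only a 7mer-A1 site, and Perp and Gpx1 none. Of targets known from outside the paper, Irak1 had 2 8mer sites and was higher in OE (log2 fold change 0.53, adjusted p = 1.5e-07), and Traf6 had 4 and was lower (−0.31, adjusted p = 3.35e-05).

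Gains or losses of whole chromosomes in a clone were not the main source either. After each log2 fold change was set relative to the median of its chromosome, 92.82% of the calls in OE and 91.23% of those in ZIP remained. The median shifted by at least 0.1 in size on 8 chromosomes in OE, from −0.193 on chromosome 18 to 0.181 on chromosome X, and on 2 in ZIP (0.29 on chromosome 9 and −0.153 on chromosome 19). Setting values relative to a whole chromosome leaves shifts of its parts in place, so gains or losses of parts were not decided. The distal segment of chromosome 9 had a median of 0.77 in ZIP. The windows whose genes moved together held 16.6% of all calls in ZIP and 6.92% in OE.

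The log2 fold changes of OE and ZIP against Scr had a Pearson r of 0.301 (Spearman 0.233) across 17696 genes, which are not independent replicates. Simulated unchanged groups that share the Scr libraries gave a mean r of 0.0799 (0.0519 to 0.116 in 20 simulations). With the Scr libraries divided between both effects, the lowest r was 0.171, so the shared libraries were not the whole cause of the correlation. Between the ZIP effect in untreated cells and the OE effect in treated cells, r was lower, at 0.137. An effect that OE and ZIP cells share, or a trait of the Scr clone, may account for the rest, and neither was tested.

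The paper measured 10 genes by qRT-PCR (Fig. 6), and Rest, Sort1 and Glrx are not among the 7 it lists as differing. In these libraries, Rest was lower in ZIP (log2 fold change −1.96), Sort1 lower in OE (−0.93) and Glrx lower in OE (−0.83). Timm23, whose protein the paper measured, was at 45.76 CPM in Scr, 53.17 CPM in ZIP (0.22, adjusted p = 0.0096) and 52.24 CPM in OE (0.19, adjusted p = 0.0123), under 1.5-fold. Acvr2b was at 14.03 CPM in Scr and 37.33 ± 8.07 CPM in ZIP (1.41, adjusted p = 1.02e-09), on the distal chromosome 9 segment.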
